# Integrative Multi-Omics Analysis of Oncogenic EZH2 Mutants: From Epigenetic Reprogramming to Molecular Signatures

**DOI:** 10.3390/ijms241411378

**Published:** 2023-07-12

**Authors:** Julian Aldana, Miranda L. Gardner, Michael A. Freitas

**Keywords:** multi-omics, EZH2, epigenetics, mutations, histone methylation

## Abstract

Somatic heterozygous mutations in the active site of the enhancer of zeste homolog 2 (EZH2) are prevalent in diffuse large B-cell lymphoma (DLBCL) and acute myeloid leukemia (AML). The methyltransferase activity of EZH2 towards lysine 27 on histone H3 (H3K27) and non-histone proteins is dysregulated by the presence of gain-of-function (GOF) and loss-of-function (LOF) mutations altering chromatin compaction, protein complex recruitment, and transcriptional regulation. In this study, a comprehensive multi-omics approach was carried out to characterize the effects of differential H3K27me3 deposition driven by EZH2 mutations. Three stable isogenic mutants (EZH2^Y641F^, EZH2^A677G^, and EZH2H^689A/F667I^) were examined using EpiProfile, H3K27me3 CUT&Tag, ATAC-Seq, transcriptomics, label-free proteomics, and untargeted metabolomics. A discrete set of genes and downstream targets were identified for the EZH2 GOF and LOF mutants that impacted pathways involved in cellular proliferation, differentiation, and migration. Disruption of protein networks and metabolic signatures able to sustain aberrant cell behavior was observed in response to EZH2 mutations. This systems biology-based analysis sheds light on EZH2-mediated cell transformative processes, from the epigenetic to the phenotypic level. These studies provide novel insights into aberrant EZH2 function along with targets that can be explored for improved diagnostics/treatment in hematologic malignancies with mutated EZH2.

## 1. Introduction

The enhancer of zeste homolog 2 (EZH2) is a histone methyltransferase involved in epigenetic control of gene expression with a major role in hematopoietic stem cell differentiation, self-renewal, and lineage commitment [1,2]. It specifically catalyzes the sequential mono-(me), di-(me2), and tri-(me3) methylation of lysine residue 27 on histone H3 variants (H3K27) in an s-adenosyl methionine (SAM)-dependent reaction [3,4,5]. Lysine methylation stabilizes positive charge on histone tails and strengthens histone–DNA interaction, leading to a reduction in chromatin accessibility [6]. Therefore, H3K27me3 is considered a repressing epigenetic mark and EZH2 is associated with transcriptional downregulation via chromatin compaction and recruitment of other chromatin modifiers [7]. EZH2 is also able to display methyltransferase activity on non-histone proteins, including several transcription factors, and can also act as a co-activator depending on the cellular context [8].

EZH2 activity is tightly regulated by several cellular mechanisms throughout the cell cycle and developmental stages [9]. A multi-protein complex known as polycomb repressive complex 2 (PRC2) controls EZH2 recruitment, specificity, and activity [6,10]. EZH2 associates with other PRC2 members, including SUZ12, EED, RBAP46/48, and AEBP2 [4,5]. The PRC2 complex directs EZH2 to target genes through interactions with transcription factors (e.g., YY1 [11], SNAIL [12], and MYC [13]) and long non-coding RNAs (e.g., *HOTAIR* [14,15], *ANRIL* [16,17], and *MALAT1* [18,19,20]). EZH2 is further subject to post-translational modifications, including acetylation, phosphorylation [21,22], methylation, and ubiquitination that modulate its function and binding partners. Interestingly, it has been suggested that co-substrate availability exerts control over EZH2 histone methylation by limiting the amounts of SAM via central carbon metabolism and the methionine salvage pathway [23].

Heterozygous mutations of EZH2, particularly in its catalytic domain, are commonly found in hematologic malignancies [1,3]. Gain-of-function (GOF) mutations in Y641 and A677 are highly prevalent (frequency > 20%) in germinal center B-cell diffuse large B-cell lymphoma (GCB DLBCL) and follicular lymphoma (FL) [24,25,26], whereas loss-of-function (LOF) mutations located in F667, H689, and Y726 characterize myelodysplastic syndrome (MDS) and acute myeloid leukemia (AML) [27,28,29]. General population studies on EZH2 mutational status have not been yet conducted. Reported studies have been limited to lymphoma and leukemia patients to assess EZH2 mutation frequency. However, Morin et al. analyzed benign samples, finding 0% frequency in EZH2 mutations, versus 21% in GCB DLBCL [25]. Given the higher prevalence of DLBCL in adult patients, mutational status of EZH2 appear to influence adults the most [30,31]. Therefore, it has been suggested that EZH2 mutations are result of genetic instability in blood malignances.

The resulting dysregulation driven by EZH2 mutations has shown contrasting impacts in clinical cohorts, acting either as an oncogene or tumor suppressor. For instance, increased EZH2 activity often results in an enrichment of H3K27me3 levels, preferentially located around canonical PRC2 target genes for transcriptional silencing [32,33,34], which promotes lymphomagenesis by restraining plasmacytic differentiation and facilitating B-cell proliferation [26]. However, several reports have shown that EZH2 can activate transcription in a non-canonical fashion [21,22,35]. In the last decade, significant efforts have been devoted to understanding EZH2 mutant-driven activity to develop enhanced therapies towards EZH2 [36,37] and downstream effectors. Known PRC2 targets in hematopoietic stem cells (HSCs) include genes related to cell proliferation (*CDKN1A*, *CDKN2A* [38]), differentiation (*IDA* [38], *SOX7* [39]), and apoptosis (*NOXA*, *p21*, and *WIG1* [38]). Additional canonical/non-canonical targets and downstream cellular effects altered by abnormal EZH2 activity are still not completely understood.

In this study, the role of EZH2 GOF and LOF mutations in isogenic cells was interrogated under a comprehensive multi-omics approach by integrating global histone PTM analysis via EpiProfile, with mapping of H3K27me3 deposition across the genome using Cleavage Under Targets and Tagmentation (CUT&Tag), chromatin accessibility via Assay for Transposase-Accessible Chromatin with sequencing (ATAC-Seq), RNA-Seq, label-free bottom-up proteomics, and an MS-based untargeted metabolomics assay. An extensive multi-omics overview of how EZH2 mutations alter cellular epigenetics, gene expression and downstream protein and metabolite levels is provided herein. This study enhances our understanding of EZH2′s roles in mutant driven cancer and contributes a stronger molecular basis for developing and improving therapeutic interventions in EZH2 driven blood malignancies.

## 2. Results and Discussion

### 2.1. EZH2 Point Mutations Reshape the Cellular Epigenetic Landscape

To study the effects of EZH2 point mutations in H3K27me3 deposition, chromatin accessibility and downstream effects on transcription, we generated contrasting EZH2 mutants with GOF (EZH2^Y641F^ and EZH2^A677G^) and LOF (EZH2^F667I/H689A^) methyltransferase activity. H3K27me3 levels were determined for all the EZH2 mutants and controls by immunoblotting (Figure 1a) and EpiProfile mass spectrometry analysis (Figure 1b) to confirm the enrichment/depletion of K27me3 on histone H3 variants. The EZH2 GOF mutants showed increased levels of H3.1/H3.2/H3.3K27me3 concomitant with depletion of H3.1/H3.2/H3.3K27me2 levels. The H3K27me3 to H3K27me2 ratio was higher in EZH2^Y641F^ mutant. This epigenetic shift in H3K27me3 is consistent with the reported phenotype with EZH2 heterozygous mutations, where the EZH2^WT^ preferentially mono-methylates unmodified H3K27 and primes H3 for the EZH2 GOF mutants that efficiently methylate H3K27me2 due to its higher affinity and enhanced activity towards di-methylated substrates, resulting is an overall shift in the H3K27me3/H3K27me2 ratio [40,41]. In contrast, the EZH2 LOF mutant displayed lower levels of H3.1/3.2/H3.3K27me3, and an enrichment of the unmodified H3.1/H.2/H3.3K27. Interestingly, associated H3.3K36me2 levels were correlated with H3K27me3 in that the EZH2 GOF mutants showed decreased H3K36me2 whereas the LOF mutant showed an increase (Supplementary Figure S1). H3K36me2 is a well-known epigenetic mark associated with active genes and PRC2 inhibition that causes a mutually exclusive colocalization with H3K27me3 mediated by NSD1 [42,43,44].

Different molecular analyses were used to examine the altered dynamics of molecular networks driven by EZH2 mutations. A multi-omic data-driven analysis of cellular processes upset by EZH2 mutation was carried out from the experimental data obtained by H3K27me3 CUT&Tag, ATAC-Seq, RNA-Seq, label-free proteomics and untargeted metabolomics on isogenic EZH2 GOF and LOF mutants. Biological replicates for each set of experiments were grouped as shown in the principal component analysis (PCA) with unsupervised clustering of replicates across all omics platforms (Figure 1c). Moreover, the EZH2 GOF mutants were fairly discriminated by the principal component 1 (PC1) in all the datasets. 

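For the RNA-Seq dataset, principal components were computed from log2 CPM, the counts of a gene scaled to the library size and by TMM, with each gene centred. The counts of 14263 genes in 12 samples were used. PC1 held 33.7% of the variance and PC2 held 8.58%. On PC1, the mean score was 13.5 ± 6.81 (SD, n = 3) in EZH2 Y641F and 16.1 ± 0.981 (SD, n = 3) in EZH2 A677G. It was -14.5 ± 0.618 (SD, n = 3) in EZH2 WT and -15.0 ± 1.15 (SD, n = 3) in the EZH2 LOF mutant, EZH2 H689A/F667I. The scores of the GOF samples were all above those of the other samples (two-sided exact permutation test, p = 0.00216, the smallest that 924 arrangements allow). This test treats the samples as independent, though replicates share a line. It cannot separate an effect of the GOF mutations from differences between individual lines. Scores on PC1 did not separate EZH2 Y641F from EZH2 A677G (two-sided exact permutation test, p = 0.9, where 3 samples against 3 cannot go below 0.1). Replicate 1 of EZH2 Y641F scored 5.60 on PC1 and 19.2 on PC2, while its replicates 2 and 3 scored 17.7 and 17.1 on PC1. With the 500 most variable genes the share of PC1 was 46.5%, and with genes scaled to unit variance 21.7%.

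**Figure D1:**
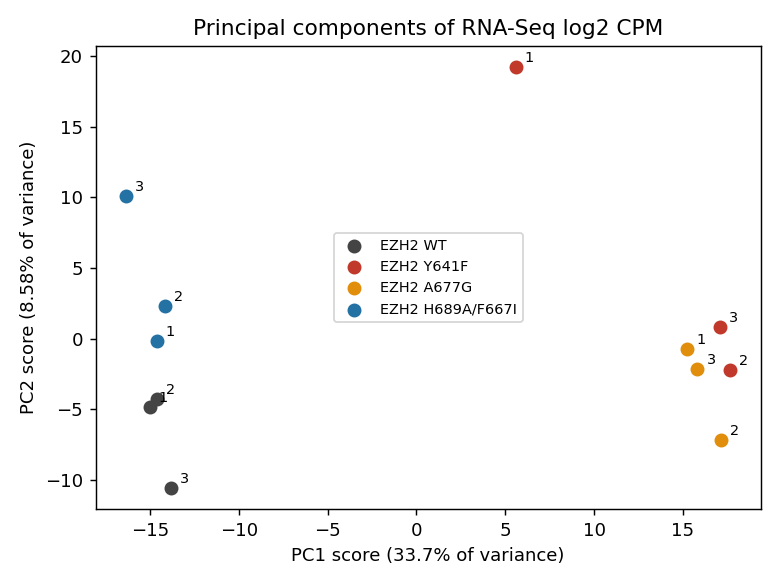
PC1 against PC2 scores of the RNA-Seq samples, with 1 point per replicate and the colors standing for the EZH2 lines. The EZH2 Y641F and EZH2 A677G samples score 5.60 or more on PC1, and the EZH2 WT and LOF samples -13.8 or less.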

Interestingly, the variability in the different omic datasets appears to increase moving from chromatin structure to gene expression to protein abundance. Supervised clustering was also performed using Data Integration Analysis for Biomarker discovery using Latent variable approaches for Omics studies (DIABLO [45]) to integrate datasets that established a subset of variables that were able to discriminate between the treatment groups (Supplementary Figure S2).

### 2.2. Characterization of Putative EZH2 Targets

Genome-wide H3K27me3 deposition patterns in EZH2 mutants were characterized via CUT&Tag. The differential analysis confirmed an overall enrichment of H3K27me3 in EZH2 GOFs located in promoter genomic regions (Figure 2a), corroborating H3K27me3 preferential deposition around the transcription start sites (TSSs) [46]. Nearly 50% of those H3K27me3 CUT&Tag enriched peaks overlapped with H3K27me3 Chip-seq enriched regions from DLBCL cells with heterozygous Y641N (KARPAS-422), Y641F (WSU-DLCL2) or A677G (Pfeiffer) EZH2 mutations from McCabe et al. [47] (Supplementary Figure S3). Moreover, an ATAC-Seq assay was performed to identify differential open chromatin regions (OCR) and the potential binding of transcription factors (TFs). Significant depleted OCRs were predominant at promoter genomic regions (Figure 2b). Several binding sequence motifs were enriched in differential OCRs of EZH2 GOF mutants, including GATA4, HOXB9, SMAD4, and ZIC2, suggesting changes in H3K27me3 affect the binding of transcription factors (Supplementary Table S1). Figure 2a,b exhibit a similar profile in genomic distributions for both EZH2 GOF mutants in the CUT&Tag and ATAC-Seq differential regions, respectively. Additionally, similarity in the CUT&Tag and ATAC-Seq major genomic features was observed, including promoter Core, 3′ UTR, 5′ UTR, and exon regions. These observations are consistent with technical and biological reproducibility.

Correlation of H3K27me3 CUT&Tag peaks with differential OCRs from ATAC-Seq analysis accounted for 5269 (EZH2^Y641F^) and 1395 (EZH2^A667G^) genes showing simultaneous H3K27me3 enrichment and low chromatin accessibility, consistent with EZH2 PRC2-dependent targeting (Figure 3a). A total of 1299 putative EZH2 targets were observed across both EZH2 GOF mutants, which clustered in several genomic regions, including chromosomes Chr3, Chr6, Chr13 and Chr18 (Supplementary Figure S4). No genes were common between CUT&Tag and ATAC-Seq datasets for EZH2^F667I/H689A^. In fact, the EZH2 LOF mutant epigenetic landscape remains close to the WT, suggesting compensation by the enhancer of zeste homolog 1 (EZH1) to maintain H3K27me3 levels as observed in other EZH2 loss-of-function studies [48,49,50].

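RNA was sequenced from 4 lines of HEK293T, a human embryonic kidney cell line, each infected with lentivirus carrying EZH2 WT, EZH2 Y641F, EZH2 A677G or the LOF double mutant. There were 3 biological replicates per line, with libraries, according to the paper, from the TruSeq Stranded mRNA kit. The authors deposited raw counts per gene symbol, without normalization. The counts of a sample summed to between 32137700 and 44562413, with medians of 37223811 in EZH2 WT, 41150648 in EZH2 Y641F, 40730409 in EZH2 A677G and 37457532 in the LOF mutant. The 10 genes with the most counts took between 12.9% and 15.3% of a sample's counts. Of 14438 genes, 175 had 0 counts in all replicates of EZH2 A677G or of the LOF mutant, 59 of them in both. These were left out of the tests, a choice made after the counts were seen. Counts were normalized by TMM, and each mutant was compared with EZH2 WT by edgeR's quasi-likelihood test fitted to all samples together. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were taken as changed. The paper names edgeR's modified exact test with the same threshold. The common biological coefficient of variation between replicates was 0.0471. Identifiers and positions of genes are those of GENCODE for the symbol. *EZH2* (ENSG00000106462.12) lies on chromosome 7 of GRCh38 from 148807257 to 148884321, and its count holds the introduced and the endogenous transcript together. Its expression was 158 ± 4.32 CPM (SD, n = 3) in EZH2 WT, 218 ± 9.61 in EZH2 Y641F, 173 ± 8.57 in EZH2 A677G and 208 ± 2.03 in the LOF mutant. Against EZH2 WT, its log2 fold change was 0.46 in EZH2 Y641F (standard error 0.0399, adjusted p = 1.57e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.40 in the LOF mutant (standard error 0.0400, adjusted p = 1.15e-07). In EZH2 A677G it was 0.13 (standard error 0.0401, adjusted p = 0.0294 from the same edgeR test). With upper-quartile factors, library totals in place of TMM, or counts thinned to the smallest library, *EZH2* was no longer past the threshold in EZH2 A677G, with 0.11 under upper-quartile factors, and it was not in 4 of 6 fits with a replicate left out.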

Overall gene expression was assessed through RNA-Seq analysis. Accordant with the transcriptional repressive role of H3K27me3, EZH2 GOF mutants showed a higher number of downregulated transcripts in comparison to the EZH2 LOF (Supplementary Figure S5). 

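In EZH2 Y641F, 797 genes were lower and 298 higher than in EZH2 WT at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that 72.8% of the changed genes were lower. In EZH2 A677G, 924 were lower and 295 higher, and 75.8% were lower. In the LOF mutant, 23 were lower and 20 higher. Without adjustment, at p-values under 0.05, 1621 genes were lower and 1119 higher in EZH2 Y641F, 1751 and 1160 in EZH2 A677G, and 585 and 599 in the LOF mutant. An added requirement of an absolute log2 fold change of at least 1 left 167 lower genes in EZH2 Y641F, 202 in EZH2 A677G and 4 in the LOF mutant. With the trend of each sample with GC content removed, an alternative added after the data were seen, the share of lower genes was 62.5% in EZH2 Y641F and 59.0% in EZH2 A677G. The GOF and LOF mutants were also compared directly, as the mean of EZH2 Y641F and EZH2 A677G against the LOF mutant. In that comparison 1248 genes were lower in the GOF mutants and 544 higher. Among changed genes with a mean log2 CPM of at least 1 and no overlap between mutant and EZH2 WT replicates, *STAC*, *SYT14* and *AMPH* fell most in EZH2 Y641F, with log2 fold changes of -1.59, -1.44 and -1.40 (standard errors 0.227, 0.180 and 0.171). In EZH2 A677G these were *CCDC68*, *TENM4* and *SVEP1*, with -1.56, -1.53 and -1.47 (standard errors 0.219, 0.204 and 0.212). The paper states that the higher number of downregulated transcripts in the GOF mutants than in the LOF mutant is accordant with the repressive role of H3K27me3 in transcription.

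**Figure D2:**
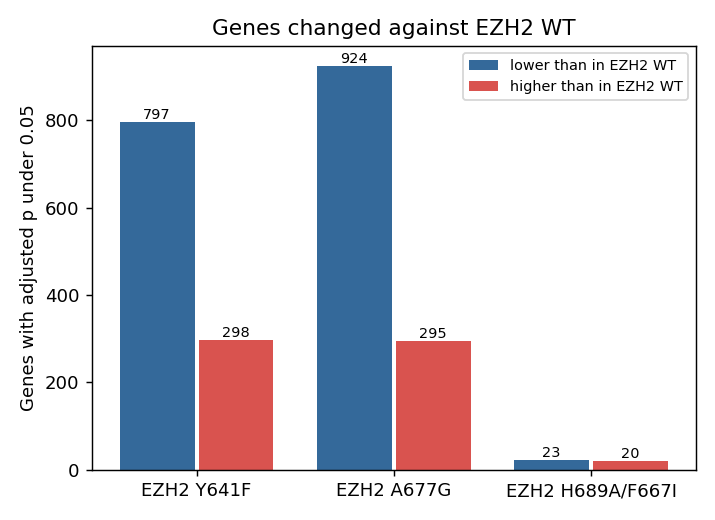
Number of genes with an adjusted p-value under 0.05 against EZH2 WT in each EZH2 mutant, split into lower and higher expression, from 3 replicates per line. The bars for lower genes stand at 797, 924 and 23.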

Gene expression profiles of EZH2 GOF were in accordance with dysregulated genes reported in different EZH2 silencing studies [51,52,53]. A total of 360 genes for EZH2^Y641F^ and 209 for EZH2^A677G^ were characterized by showing a simultaneous downregulation (q-value < 0.05) of transcript levels and chromatin accessibility, along with a significant enrichment (q-value < 0.05) of H3K27me3 (Supplementary Figures S6 and S7). Common EZH2 targets in both EZH2 GOF mutants accounted for a total of 108 genes (Supplementary Table S2). These include the gene transcripts for *COL4A4*, *EGFR*, *RPRM* and *WNT16* (Figure 3a) which have been shown previously to be regulated by EZH2:PRC2 [51,54,55,56,57]. 

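All 108 genes of Supplementary Table S2 were tested, 2 of them under an older symbol. Of these, 108 were lower in EZH2 Y641F and 100 in EZH2 A677G than in EZH2 WT at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, and 100 in both. With the adjustment made over the list alone, 108 were lower in both, but the list holds the paper's own calls on these data, so this shows no stability. Log2 fold changes ran from -2.21 to -0.15 in EZH2 Y641F and from -2.33 to -0.12 in EZH2 A677G, with a median of -0.70 in both. In the LOF mutant the median was 0.01, with 53 genes below 0 and 55 above, and 0 genes were past the threshold. The mean of the GOF mutants was lower than the LOF mutant at 102 of the genes by the same edgeR test. The requirement on the size of the log2 fold change reduced the count in both mutants most, to 22.

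**Figure D3:**
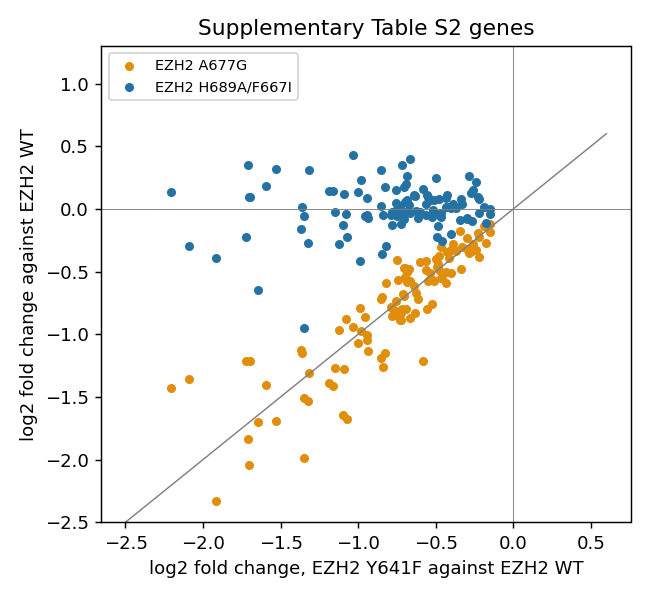
Log2 fold changes against EZH2 WT of the genes of Supplementary Table S2, with EZH2 Y641F on the horizontal axis and EZH2 A677G and the LOF mutant on the vertical axis. The points of the LOF mutant lie between -0.95 and 0.43.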

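*COL4A4* (ENSG00000081052.14), on chromosome 2 of GRCh38 from 227002714 to 227164453, encodes a collagen chain. Its expression was 1.77 ± 0.225 CPM (SD, n = 3) in EZH2 WT, 0.829 ± 0.224 in EZH2 Y641F, 0.561 ± 0.190 in EZH2 A677G and 1.63 ± 0.191 in the LOF mutant. The log2 fold change was -1.10 in EZH2 Y641F (standard error 0.283, adjusted p = 0.0101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.65 in EZH2 A677G (standard error 0.298, adjusted p = 1.79e-04). *EGFR* (ENSG00000146648.21), on chromosome 7 from 55019017 to 55211628, had 8.46 ± 0.325 CPM (SD, n = 3) in EZH2 WT, 4.88 ± 0.769 in EZH2 Y641F, 4.93 ± 0.251 in EZH2 A677G and 8.17 ± 0.746 in the LOF mutant. It changed by -0.79 in EZH2 Y641F (standard error 0.124, adjusted p = 2.37e-05 from the same edgeR test) and by -0.78 in EZH2 A677G (standard error 0.124, adjusted p = 2.78e-05). *RPRM* (ENSG00000177519.4), on chromosome 2 from 153477338 to 153478762, had 1.81 ± 0.278 CPM (SD, n = 3) in EZH2 WT, 0.704 ± 0.170 in EZH2 Y641F, 0.820 ± 0.100 in EZH2 A677G and 1.83 ± 0.243 in the LOF mutant. It changed by -1.36 in EZH2 Y641F (standard error 0.276, adjusted p = 8.65e-04 from the same edgeR test) and by -1.15 in EZH2 A677G (standard error 0.271, adjusted p = 0.00400). *WNT16* (ENSG00000002745.13), on chromosome 7 from 121325367 to 121341104, was expressed at a low level, with 0.574 ± 0.0784 CPM (SD, n = 3) in EZH2 WT, 0.184 ± 0.141 in EZH2 Y641F, 0.217 ± 0.0725 in EZH2 A677G and 0.654 ± 0.335 in the LOF mutant. It changed by -1.60 in EZH2 Y641F (standard error 0.498, adjusted p = 0.0403 from the same edgeR test), but was not past the threshold with DESeq2, library totals or thinned counts. In EZH2 A677G it changed by -1.40 and was not past the threshold (standard error 0.488, adjusted p = 0.0690 from the same edgeR test), though it was with edgeR's exact test, with only the compared groups in the fit and with limma voom. For each of these genes, every replicate of both GOF mutants lay below every replicate of EZH2 WT, and the LOF mutant was not past the threshold.

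**Figure D4:**
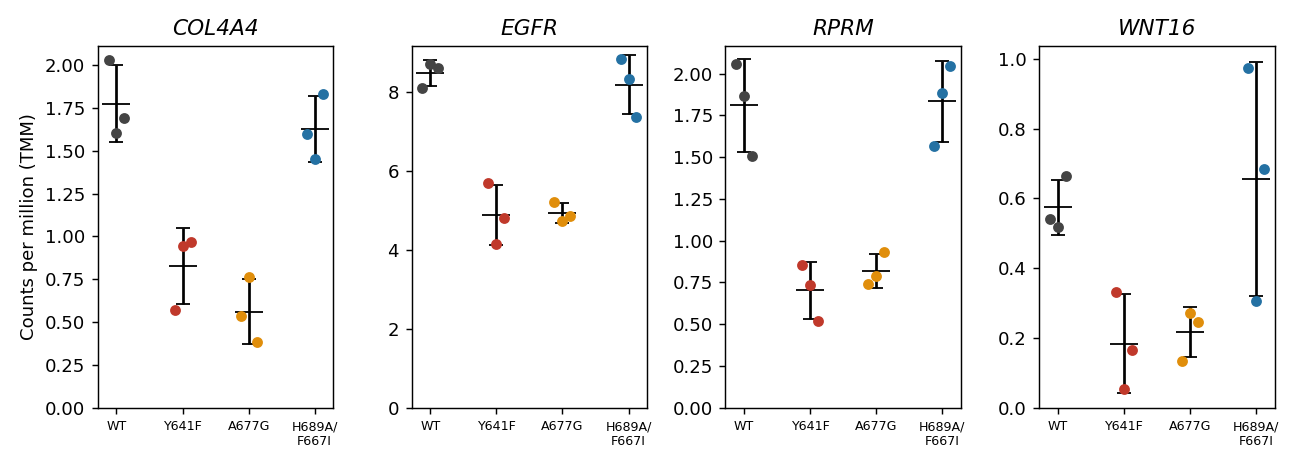
TMM-normalized CPM of *COL4A4*, *EGFR*, *RPRM* and *WNT16* in each EZH2 line, with 1 point per replicate and the mean ± SD of 3 replicates. The LOF replicates of *WNT16* lie between 0.306 and 0.974 CPM.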

The differential expression on those targets and the EZH2 regulator *MALAT1* were further verified using qPCR, validating that its transcript expression in GOF mutants was significantly lower compared to EZH2^WT^ (Supplementary Figure S8). We observed the transcriptional downregulation of other genes such as *ACADL*, *CD1D*, *CD55*, and *MET* among others have also been associated with EZH2 [58,59,60,61,62,63,64,65,66,67,68]. 

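*ACADL* (ENSG00000115361.8, chromosome 2 of GRCh38, 210187126 to 210225447) had 5.02 ± 0.317 CPM (SD, n = 3) in EZH2 WT, 2.97 ± 0.267 in EZH2 Y641F and 3.00 ± 0.204 in EZH2 A677G. Its log2 fold change was -0.76 in EZH2 Y641F (standard error 0.157, adjusted p = 0.00114 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.74 in EZH2 A677G (standard error 0.157, adjusted p = 0.00132). The expression of *CD1D* (ENSG00000158473.8, chromosome 1, 158178030 to 158186427) was 1.33 ± 0.359 CPM (SD, n = 3) in EZH2 WT, 0.403 ± 0.104 in EZH2 Y641F and 0.571 ± 0.152 in EZH2 A677G. It changed by -1.72 in EZH2 Y641F (standard error 0.332, adjusted p = 4.55e-04 from the same edgeR test) and by -1.21 in EZH2 A677G (standard error 0.315, adjusted p = 0.00967). Smaller changes were found at the more highly expressed *CD55* (ENSG00000196352.18, chromosome 1, 207321519 to 207386804), with 42.6 ± 1.91 CPM (SD, n = 3) in EZH2 WT, 36.6 ± 1.41 in EZH2 Y641F and 36.5 ± 2.48 in EZH2 A677G. Its log2 fold change was -0.22 in both mutants (standard errors 0.0560 and 0.0560, adjusted p = 0.00946 in EZH2 Y641F and 0.00665 in EZH2 A677G from the same edgeR test). At *MET* (ENSG00000105976.16, chromosome 7, 116672196 to 116798377) there were 94.7 ± 1.98 CPM (SD, n = 3) in EZH2 WT, 85.4 ± 1.99 in EZH2 Y641F and 83.3 ± 2.66 in EZH2 A677G. It changed by -0.15 in EZH2 Y641F (standard error 0.0409, adjusted p = 0.0171 from the same edgeR test) and by -0.18 in EZH2 A677G (standard error 0.0410, adjusted p = 0.00224). With only the compared groups in the fit, *MET* was not past the threshold in EZH2 Y641F. All replicates of both GOF mutants lay below those of EZH2 WT at each of these genes.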

Gene ontology (GO) annotation on the downregulated genes revealed several terms associated with cell adhesion, cell morphogenesis, and cell projection organization (Figure 3b). Biological processes involving neural growth and maturation agree with EZH2’s role in axonal regeneration [69,70,71]. Moreover, KEGG pathway analysis was enriched of pathways associated with cancer, focal adhesion, and hematopoietic cell lineage (Figure 3c). Pathways related to cardiomyopathy were also enriched, consistent with reports of EZH2 regulation of cardiac genes [72,73,74].

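In the GOF mutants, 633 genes were lower than in EZH2 WT in both EZH2 Y641F and EZH2 A677G, which is 79.4% of the genes lower in EZH2 Y641F and 68.5% of those lower in EZH2 A677G. A further 127 genes were higher in both and 1 changed in opposite directions. Of 164 genes past the threshold as lower in EZH2 Y641F alone, 162 had a negative log2 fold change in EZH2 A677G. Of 291 in EZH2 A677G alone, 285 had a negative one in EZH2 Y641F. At the genes lower in both, the median log2 fold change was -0.62 in EZH2 Y641F and -0.63 in EZH2 A677G, against -0.03 in the LOF mutant. Across genes, which are not independent replicates, the log2 fold changes of EZH2 Y641F and EZH2 A677G had a Pearson r of 0.81 and a Spearman rho of 0.69, with the EZH2 WT replicates shared by both. With EZH2 WT replicates that differed between the comparisons, the mean r was 0.567. Compared directly, 2 genes were lower and 10 higher in EZH2 Y641F than in EZH2 A677G at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.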

In EZH2 GOF mutants, the mutation of either Y641F or A677G caused an overall increase in H3K27me3 deposition on promoter genomic regions with a consequential decrease in chromatin accessibility and transcriptional levels. The agreement between epigenetic dysregulation for the two EZH2 GOF mutants was considerable but with greater chromatin alterations for the EZH2^Y641F^ mutant. This difference has been reported in previous independent studies and it has been suggested to be linked to a higher efficacy of Y641F accommodating H3K27me2 at the intersection of the two binding pockets in the active site of EZH2 compared to A677G [75,76]. The putative EZH2 targets we observed are consistent with previously reported targets in EZH2 studies using different cell types (Supplementary Table S2), suggesting that some EZH2 targets are ubiquitous. 

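Supplementary Table S2 gives earlier evidence for 78 of its genes and none for 30. Of the genes with evidence, 73 were lower in both GOF mutants than in EZH2 WT, as were 27 of those without. In EZH2 Y641F, the median log2 fold change was -0.69 with evidence and -0.79 without, a difference within chance (two-sided permutation test over genes, p = 0.164). In EZH2 A677G the medians were -0.64 and -0.80 (two-sided permutation test over genes, p = 0.333). The median of the mean log2 CPM was 2.90 for the genes with evidence and 2.52 for the others.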

Our data also suggest the existence of additional EZH2 targets that have not yet been previously described in the literature, including *ADORA1* involved in adenosine receptor signaling [77], the one-carbon metabolism enzyme *CA8* [78], and the developmental proteins *ENC1*, *FAT3*, and *NRP2* [79]. 

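Expression of *ADORA1* (ENSG00000163485.18, chromosome 1 of GRCh38, 203090654 to 203167405) was 2.16 ± 0.268 CPM (SD, n = 3) in EZH2 WT, 1.02 ± 0.270 in EZH2 Y641F and 1.19 ± 0.493 in EZH2 A677G, with log2 fold changes of -1.08 in EZH2 Y641F (standard error 0.263, adjusted p = 0.00626 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.88 in EZH2 A677G (standard error 0.259, adjusted p = 0.0249). That of *CA8* (ENSG00000178538.10, chromosome 8, 60185412 to 60281400) was 21.2 ± 0.547 CPM (SD, n = 3) in EZH2 WT, 17.4 ± 1.30 in EZH2 Y641F and 16.6 ± 1.73 in EZH2 A677G, with -0.29 in EZH2 Y641F (standard error 0.0779, adjusted p = 0.0151 from the same edgeR test) and -0.35 in EZH2 A677G (standard error 0.0782, adjusted p = 0.00221). In the LOF mutant *CA8* had 0.26 and was not past the threshold (adjusted p = 0.183 from the same edgeR test). There were 9.98 ± 0.557 CPM (SD, n = 3) in EZH2 WT, 6.58 ± 0.136 in EZH2 Y641F and 7.43 ± 0.863 in EZH2 A677G at *ENC1* (ENSG00000171617.16, chromosome 5, 74627406 to 74641424), with log2 fold changes of -0.60 in EZH2 Y641F (standard error 0.109, adjusted p = 2.09e-04 from the same edgeR test) and -0.42 in EZH2 A677G (standard error 0.108, adjusted p = 0.00788). *FAT3*, on chromosome 11 from 92224818 to 92896473 (ENSG00000165323.16), had 44.4 ± 1.64 CPM (SD, n = 3) in EZH2 WT, 26.5 ± 1.14 in EZH2 Y641F and 33.5 ± 0.976 in EZH2 A677G, and changed by -0.75 in EZH2 Y641F (standard error 0.0563, adjusted p = 4.83e-12 from the same edgeR test) and -0.41 in EZH2 A677G (standard error 0.0553, adjusted p = 1.96e-06). It was the 1 gene of Supplementary Table S2 that differed between the GOF mutants when they were compared directly, by -0.34 in EZH2 Y641F against EZH2 A677G (standard error 0.0569, adjusted p = 0.00193 from the same edgeR test). For *NRP2* (ENSG00000118257.17, chromosome 2, 205681990 to 205798133) the values were 23.3 ± 1.73 CPM (SD, n = 3) in EZH2 WT, 19.4 ± 0.351 in EZH2 Y641F and 18.4 ± 0.800 in EZH2 A677G, and the changes were -0.26 in EZH2 Y641F (standard error 0.0724, adjusted p = 0.0165 from the same edgeR test) and -0.34 in EZH2 A677G (standard error 0.0728, adjusted p = 0.00147). All of these genes stayed past the threshold in both GOF mutants under the other normalizations, filters and tests tried, apart from the requirement on the size of the change and fits without a replicate.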

H3K27me3 epigenetic marking on those genes can favor abnormal growth, proliferation, and motility of cell populations with particularly high renewal rates, such as stem and progenitor cells. 

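The transcript of complement receptor 2, *CR2* (ENSG00000117322.19, chromosome 1 of GRCh38, 207453024 to 207489895), had 2.02 ± 0.525 CPM (SD, n = 3) in EZH2 WT, 1.11 ± 0.146 in EZH2 Y641F and 1.23 ± 0.179 in EZH2 A677G. Its log2 fold change was -0.85 in EZH2 Y641F (standard error 0.245, adjusted p = 0.0225 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but was not past the threshold with only the compared groups in the fit or with limma voom. In EZH2 A677G it was -0.72 and not past the threshold (standard error 0.242, adjusted p = 0.0583 from the same edgeR test), though it was with edgeR's exact test, DESeq2 and limma voom. Among the integrin genes, *ITGA4* (ENSG00000115232.14, chromosome 2, 181457202 to 181538940) had 18.2 ± 1.71 CPM (SD, n = 3) in EZH2 WT, 11.7 ± 1.06 in EZH2 Y641F and 10.2 ± 0.703 in EZH2 A677G, log2 fold changes of -0.64 in EZH2 Y641F (standard error 0.0877, adjusted p = 2.52e-06 from the same edgeR test) and -0.83 in EZH2 A677G (standard error 0.0889, adjusted p = 1.74e-08). At *ITGA6* (ENSG00000091409.16, chromosome 2, 172427354 to 172506459) there were 38.0 ± 1.94 CPM (SD, n = 3) in EZH2 WT, 32.1 ± 2.98 in EZH2 Y641F and 30.3 ± 0.998 in EZH2 A677G, log2 fold changes of -0.24 in EZH2 Y641F (standard error 0.0620, adjusted p = 0.00928 from the same edgeR test) and -0.33 in EZH2 A677G (standard error 0.0623, adjusted p = 3.25e-04). With 15.3 ± 1.42 CPM (SD, n = 3) in EZH2 WT, 11.6 ± 1.14 in EZH2 Y641F and 12.5 ± 1.09 in EZH2 A677G, *ITGA2* (ENSG00000164171.11, chromosome 5, 52989340 to 53094779) had log2 fold changes of -0.39 in EZH2 Y641F (standard error 0.0922, adjusted p = 0.00500 from the same edgeR test) and -0.28 in EZH2 A677G (standard error 0.0917, adjusted p = 0.0496). In EZH2 A677G, *ITGA2* was not past the threshold with library totals in place of TMM or with replicate number as a block. It was past the threshold in only 2 of 6 fits with a replicate left out.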

In fact, six of the EZH2 canonical targets (*CD1D*, *CD55*, *CR2*, and *ITGA2/4/6*) have a key role in controlling the homeostasis of the hematopoietic cell lineage pathway.

### 2.3. Protein Networks Are Impacted by EZH2 Activity

Label-free quantitative proteomics was performed to interrogate how changes in gene expression seen in EZH2 mutants translates to the cellular proteome. Interestingly, a higher number of significantly upregulated proteins (sixty-seven proteins) was found in both EZH2 GOF mutants (Supplementary Tables S2 and S3) associated with the following biological processes: carnitine metabolic process, mitotic cell cycle, and positive regulation of transcription. Several transcription factors (CC2D1A, FOXK2, TEAD1) and transcriptional regulators (GTF2A1, GTF2H3, PIAS3, PRNP, TRADD, WRN, ZMYM2) were found dysregulated in both EZH2 GOF mutants. STRING [80] analysis identified a network of protein interactions with EZH2 (Figure 4a). These included the known interactions with Cyclin-A2 (CCNA2), histone methyltransferase KMT2C, and proliferation marker protein Ki-67 (MKI67). There were 15 common downregulated proteins for both EZH2 GOF mutants (Supplementary Tables S2 and S3). For the EZH2 LOF mutant, the dysregulated proteins were related to gene ontology terms for mitochondrial electron transport, NADH to ubiquinone, and negative regulation of transcription. Transcription factors (GTF2B, NR2C1, NKX2–4, ZNF579, ZNF706) along with regulators (FER, GTF2A1, PIM1, and SCOC) were also found significantly altered (Supplementary Tables S3 and S4). Furthermore, the DNA methylase DNMT3A, and the epidermal growth factor receptor EGFR were present in the network of EZH2 interactors for the EZH2 LOF mutant (Figure 4b and Supplementary Table S5). Classical gene enrichment analysis was also performed on the differentially expressed proteins for all pair-wise comparisons. However, gene ontology terms and pathways show low enrichment. Moreover, considering that proteomics analysis revealed a higher proportion of upregulated proteins in the EZH2 GOF mutants (opposed to RNA-Seq), we speculate that differences are more closely related to changes in protein interaction network than to transcriptional repression.

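The proteins that Supplementary Tables S3 to S5 list as changed were set beside the RNA-Seq log2 fold changes of their genes. In EZH2 Y641F, 637 of the 650 listed proteins had a transcript among the genes tested, and the RNA of 361 (56.7%) moved in the direction of the protein (two-sided exact binomial test over genes, which are not independent, p = 8.60e-04, and 0.00387 after Benjamini-Hochberg adjustment over 9 comparisons). RNA was higher for 200 of 350 proteins that were higher and lower for 161 of 287 that were lower. In EZH2 A677G, 96 of 158 moved in the same direction, 60.8%, where 57.8% is expected from the shares of proteins and RNAs that were higher. Of its proteins that were higher, 81 of 123 had higher RNA, and of those that were lower, 15 of 35 had lower RNA. With these shares taken into account, by a two-sided Fisher's exact test chosen after the values were seen, RNA followed the direction of the protein in EZH2 Y641F (p = 0.00108, and 0.00323 after Benjamini-Hochberg adjustment over 3 mutants) but not past the threshold in EZH2 A677G (p = 0.425, adjusted 0.638). In the LOF mutant, 34 of 68 moved in the same direction. At an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 23 of the transcripts were changed in the direction of the protein and 18 against it in EZH2 Y641F, and 5 and 4 in EZH2 A677G.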

The observed upregulation in the EZH2-interacting proteins Cyclin A2 and Ki-67 indicate a higher proliferation state associated with EZH2 GOF mutants. This is supported by the general increase in observed protein abundance (q-value > 0.05) for several transcription factors and transcriptional regulators promoting transcription as described above. Moreover, KMT2C, also called myeloid/lymphoid or mixed-lineage leukemia protein 3 (MLL3), may act as a tumor suppressor in an effort to restore homeostasis given its methyl-transferase activity towards H3K4 [81].

The combined transcriptomics and proteomics datasets with q-value < 0.05 for the EZH2^Y641F^ mutant showed an overlap in: (1) the downregulated transcriptional (BASP1, MAGED2) and translational (TCOF1) regulators; (2) the upregulated kinases (CLK4, PTK2), along with C16orf87, GPC3, FKBP9, EXOC4, MSL2, NCOA2, VCPIP1, SH3BGRL, SELENOF, and ZMYM2. 

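Of the 15 genes named for EZH2 Y641F, 14 were tested, and *SELENOF* was not analysed here. All 14 moved in the direction of the protein, with adjusted p-values between 1.16e-04 and 0.0369 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper selected these genes for RNA and protein changes that overlapped in these same data, so the shared direction adds no separate evidence. Expression of *BASP1* (ENSG00000176788.9, chromosome 5 of GRCh38, 17065598 to 17276843) was 20.1 ± 0.790 CPM (SD, n = 3) in EZH2 WT and 14.6 ± 1.81 in EZH2 Y641F, a log2 fold change of -0.46 (standard error 0.0808). In EZH2 A677G *BASP1* changed by -0.09 and was not past the threshold (adjusted p = 0.566 from the same edgeR test). In EZH2 A677G, 6 of the 14 genes were past the threshold in the same direction, *TCOF1*, *PTK2*, *GPC3*, *FKBP9*, *EXOC4* and *NCOA2*, though *FKBP9* and *NCOA2* were not past it under several alternatives. *MAGED2* changed by -0.19 and *TCOF1* by -0.13 (standard errors 0.0429 and 0.0357). The 11 higher genes had log2 fold changes from 0.15 at *ZMYM2* to 0.32 at *CLK4* (standard errors 0.0435 and 0.0904). *TCOF1*, *MSL2* and *ZMYM2* were not past the threshold with only the compared groups in the fit, nor were *TCOF1*, *MSL2* and *CLK4* with thinned counts, *MSL2* with upper-quartile factors, and *SH3BGRL* with limma voom.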

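Among genes paired with proteins in EZH2 A677G, *SEPTIN6* was not analysed here, and each gene named below moved in the direction of its protein. These pairs are also the paper's own selection from the same RNA-Seq data, so their direction was fixed by that choice. Expression of *ZNF711* (ENSG00000147180.17, chromosome X of GRCh38, 85243991 to 85273362) was 80.3 ± 2.66 CPM (SD, n = 3) in EZH2 WT and 98.8 ± 0.957 in EZH2 A677G, a log2 fold change of 0.30 (standard error 0.0422, adjusted p = 3.87e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *FAM107B* changed by -0.24 (standard error 0.0674, adjusted p = 0.0177 from the same edgeR test). *SLC23A2* changed by 0.14 (standard error 0.0421, adjusted p = 0.0256 from the same edgeR test), though not past the threshold with upper-quartile factors. Genes not past the threshold included *FRYL* with a log2 fold change of 0.13 (adjusted p = 0.0758 from the same edgeR test), *WRN* with 0.16 (adjusted p = 0.0922), *TUBA1A* with 0.12 (adjusted p = 0.0954), *RASA1* with 0.14 (adjusted p = 0.109) and *NDUFA13* with 0.11 (adjusted p = 0.184). *FRYL* and *TUBA1A* passed with only the compared groups in the fit, and these and *WRN* and *RASA1* passed with limma voom. With the GC trend removed, an alternative chosen after the values were seen, *FRYL*, *TUBA1A*, *RASA1* and *NDUFA13* passed.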

For EZH2^A677G^, proteins/transcripts pairs included (1) the downregulated adenylate kinase AK2 and FAM107B; (2) the upregulated proteins involved in mitotic cytokinesis (RASA1, SEPTIN6) and response to oxidative stress (SLC23A2, WRN), together with FRYL, NDUFA13, TUBA1A, and ZNF711. 

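*FER* (ENSG00000151422.14), on chromosome 5 of GRCh38 from 108747841 to 109196841, encodes a tyrosine kinase. It had 50.9 ± 0.599 CPM (SD, n = 3) in EZH2 WT and 58.1 ± 1.64 in the LOF mutant, with every LOF replicate above every EZH2 WT replicate. The log2 fold change was 0.19 and not past the threshold (standard error 0.0523, adjusted p = 0.139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed with only the compared groups in the fit and with limma voom. In the GOF mutants, *FER* was past the threshold, with 0.28 in EZH2 Y641F (standard error 0.0518, adjusted p = 2.58e-04 from the same edgeR test) and 0.25 in EZH2 A677G (standard error 0.0519, adjusted p = 0.00125).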

For the EZH2 LOF mutant, only the upregulation of the tyrosine kinase FER was observed in both the RNA-Seq and proteomics datasets.

The comparison of proteomic data with ATAC-Seq and transcriptomics (q-value < 0.05) offered a valuable approach to identifying and validating molecular networks. 

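Expression of *PRNP* (ENSG00000171867.18, chromosome 20 of GRCh38, 4686350 to 4701590) was 37.3 ± 1.38 CPM (SD, n = 3) in EZH2 WT, 43.2 ± 4.13 in EZH2 Y641F and 41.4 ± 1.57 in EZH2 A677G. Its log2 fold change was 0.21 in EZH2 Y641F (standard error 0.0592, adjusted p = 0.0187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In EZH2 A677G it was 0.15 (standard error 0.0594, adjusted p = 0.123 from the same edgeR test), which did not pass the threshold, though it did with the GC trend removed, an alternative chosen after the values were seen. The LOF mutant had 41.9 ± 1.63 CPM of *PRNP* and a log2 fold change of 0.17, not past the threshold (adjusted p = 0.36 from the same edgeR test). For *PRNP*, the mean of the GOF mutants against the LOF mutant was 0.01 (adjusted p = 0.923 from the same edgeR test). With 117 ± 4.48 CPM (SD, n = 3) in EZH2 WT, 102 ± 8.78 in EZH2 Y641F and 95.5 ± 7.88 in EZH2 A677G, *CA2* (ENSG00000104267.10, chromosome 8, 85463968 to 85481493) had -0.19 in EZH2 Y641F (standard error 0.0538, adjusted p = 0.0187 from the same edgeR test) and -0.29 in EZH2 A677G (standard error 0.0539, adjusted p = 2.43e-04), and in EZH2 Y641F it was not past the threshold with the robust fit. For *NEFM* (ENSG00000104722.14, chromosome 8, 24913758 to 24919098) the values were 185 ± 7.11 CPM (SD, n = 3) in EZH2 WT, 126 ± 18.4 in EZH2 Y641F and 91.0 ± 9.11 in EZH2 A677G, with log2 fold changes of -0.55 in EZH2 Y641F (standard error 0.0625, adjusted p = 6.76e-08 from the same edgeR test) and -1.02 in EZH2 A677G (standard error 0.0636, adjusted p = 1.77e-14). *NEFM* fell less in EZH2 Y641F than in EZH2 A677G when they were compared directly, with 0.47 in EZH2 Y641F against EZH2 A677G (standard error 0.0638, adjusted p = 4.75e-05 from the same edgeR test). It was also lower in the LOF mutant, with -0.35 (standard error 0.0624, adjusted p = 0.00304 from the same edgeR test), though not with DESeq2 or the robust fit.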

Upregulation of PRNP, along with CA2 and NEFM downregulation was found in both GOF mutants overlapping with the observations from the RNA-Seq and proteomics datasets. Both CA2 and NEFM have been found upregulated in EZH2 knockout cell lines, suggesting these gene products are PRC2 targets [7,82]. Furthermore, for EZH2^Y641F^ the transcription factors ATF1 and HOXB9 were found upregulated in the proteomics analysis and its corresponding binding motif was significantly enriched. Additionally, upregulated PIAS3 interacts with transcription factors SMAD3 [83] and RELA [84], which binding motifs are also enriched in EZH2^A677G^.

### 2.4. EZH2 Mutants Alter the Celullar Metabolome

Metabolic signatures were explored using an untargeted MS-based metabolomics analysis. Figure 5 shows the top 40 differential metabolites across each mutant. Both EZH2 GOF mutants showed an upregulation of common metabolites, including ATP, guanine, pyridoxine, L-proline, L-glutamate, and N-acetylhistine. High levels of reduced glutathione, phosphotyrosine, and UTP were found in EZH2^A677G^, while EZH2^Y641F^ showed high levels of 2-Hydroxycaproic acid. The EZH2 LOF mutant presented a significant upregulation of acetyl-L-glutamate, citrate, and L-methionine, along with downregulation of niacinamide, trimethyl-lysine, and ketoleucine.

Effects of EZH2 mutations were also explored by integrating metabolic and genomic pathways using MetaboAnalyst 5.0 [85] to identify significant molecular interacting networks (Supplementary Figure S9). EZH2 GOF mutants showed an impact in mucin type O-glycan biosynthesis, nicotinate and nicotinamide metabolism and TCA cycle pathways. For the EZH2 LOF mutant, arginine/proline metabolism, glycolysis/gluconeogenesis, and glycerophospholipid metabolism were the most altered pathways.

Dysregulation of NAD+ and ATP across mutants was validated via colorimetric assay (Figure 6a). These changes reflect alterations in the mitochondrial electron chain to increase ATP production. In fact, several subunits of the NADH dehydrogenase complex, in charge of NADH to NAD+ conversion, were found upregulated in the proteomic analysis, including NDUFB1, NDUFV2, and NDUFA13 (Figure 6b). The enzymes NAMPT and SIRT5 involved in the NAD+ salvage pathway also showed overexpression in EZH2 GOF mutants. The increase in cellular NAD+ pools is a hallmark of cancer stem cells that have been characterized in acute myeloid leukemia (AML) [86] and DLBCL [87]. Moreover, studies have shown that ATP production is impaired when EZH2 activity is inhibited [88].

In EZH2 GOF, higher levels of ATP, UTP, and glutamate can fuel cell growth and proliferation [23,89]. Moreover, both NAD+ and glutathione are crucial metabolites to maintain cellular redox homeostasis. Considering that trimethyl-lysine can only be produced from the degradation of proteins with trimethylated lysine residues, its downregulation in the EZH2 LOF mutant reflects a decrease in overall methyltransferase activity [90]. Furthermore, accumulation of the essential amino acid methionine, required for the biosynthesis of the methyl donor SAM, suggests a higher requirement to supply the activity of methyl-transferases for chromatin remodeling [91]. Higher availability of citrate can be the product of higher de novo fatty acid synthesis, in fact, inhibition of EZH2 increases the expression of FA synthesis genes [92].

## 3. Materials and Methods

### 3.1. Cell Lines and Culture

HEK-293T cell line [American Tissue Culture Collection (ATCC), CRL-11268] was cultured and maintained according to the supplier’s protocols. Cells from cryopreservation and passages were routinely tested for mycoplasma contamination using the MycoSensor PCR Assay Kit (Agilent, 302108, Santa Clara, CA, USA). HEK293T cells were chosen as a stable isogenic background model for EZH2 mutagenesis considering its early cell differentiation state; readability for stable transfection and culturing; optimal expression platform for protein production; and its non-EZH2 mutational status.

### 3.2. Constructs and Retroviruses

Stable cell line constructs carrying EZH2 GOF and LOF mutations were generated using HEK-293T cells for lentivirus production and infection. Lentivirus vectors were packaged in HEK-293T cells by transient transfection using the PEI protocol [93], containing one of the following: empty backbone pLX304 vector (control), pDEST40 vector with wild-type EZH2^WT^, gain-of-function (GOF EZH2^Y641F^ or EZH2^A677G^) or loss-of-function (LOF, EZH2^H689A/F667I^), in combination with psPax2 and pMΔ2.G. After 24 and 48 h post-transfection virus was collected and filtered using a 0.45 μM filter. Infection of HEK-293T with the generated lentivirus was carried out in presence of polybrene for 16 h in DMEM. Infected cells were selected with blasticidin (Gibco, A1113902, Billings, MT, USA) for 10 days to ensure monoclonal populations.

### 3.3. CUT&Tag

Approximately 100,000 cells were harvested with PBS at room temperature. Cells were centrifuged during 3 min at 600× *g* at RT and resuspended in 100 µL of nuclear extraction buffer (20 mM HEPES–KOH, pH 7.9, 10 mM KCl, 0.1% Triton X-100, 20% Glycerol, 0.5 mM Spermidine, 1× EDTA-free protease inhibitor) and incubated for 10 min on ice. Mixture was centrifuged at 600× *g* at 4 °C, supernatant discarded and nucleai resuspended in 100 µL of nuclear extraction buffer. Resuspended nucleai was conjugated to 10 µL activated concanavalin A-coated beads (EpiCypher, 21-1401, Durham, NC, USA) and incubated for 10 min at RT. Primary antibody incubation was performed overnight at 4 °C in 50 µL of antibody buffer (20 mM HEPES–KOH, pH 7.9, 150 mM NaCl, 0.5 mM spermidine, 0.01% digitonin, 2 mM EDTA, 1× EDTA-free protease inhibitor) with 5 µL of H3K27me3 antibody (Cell Signaling Technologies, 9733S, Danvers, MA, USA). Incubation of the secondary antibody was performed for 30 min at RT with 1:100 dilution of anti-rabbit (EpiCypher, 13-0047) in 50 µL of Digitonin150 Buffer (20 mM HEPES–KOH, pH 7.9, 150 mM NaCl, 0.5 mM spermidine, 0.01% digitonin, 1× EDTA-free protease inhibitor). Subsequently, beads bound to nuclei were mixed with 2.5 µL of 20× CUTANA pAG-Tn5 (EpiCypher, 15-1017) in 50 µL of Digitonin300 Buffer (20 mM HEPES–KOH, pH 7.9, 300 mM NaCl, 0.5 mM spermidine, 0.01% digitonin, 1× EDTA-free protease inhibitor) and incubated for 1 h at RT. The Tagmentation reaction was carried out for 1 h at 37 °C in 50 µL Tagmentation Buffer (20 mM HEPES–KOH, pH 7.9, 300 mM NaCl, 0.5 mM spermidine, 0.01% digitonin, 1× EDTA-free protease inhibitor, 10 mM MgCl_2_) and halted by removal of supernatant and wash with 50 µL of TAPS Buffer (10 mM TAPS, pH 8.5, 0.2 mM EDTA). Beads were resuspended in 5 µL of SDS release buffer (10 mM TAPS, pH 8.5, 0.1% SDS) and incubated for 1 h at 37 °C. Then, 15 μL of SDS Quench Buffer (0.67% Triton-X 100) were added and libraries were amplified using i5/i7 Nextera index primers and CUTANA High Fidelity 2× PCR Master Mix (EpiCypher, 15-1018). PCR conditions were 5 min at 58 °C, 5 min at 72 °C, 45 s at 98 °C and 17 cycles of 15 s at 98 °C—10 s at 60 °C in a Real-Time PCR System (BioRad CFX Opus 96, Hercules, CA, USA). PCR products were purified by adding 1.3× volume of Ampure XP beads (Beckman Coulter, Cat. No. A63880, Brea, CA, USA) for further elution in 15 µL of 0.1× TE buffer (Invitrogen Cat. No. 12090015, Waltham, MA, USA) and quantification using Qubit Fluorometric Quantification (Thermo Fisher, Carlsbad, CA, USA).

CUT&Tag libraries were sequenced in two independent biological replicates of each sample on Illumina NovaSeq 6000 platform by Berry Genomics Beijing Co., Ltd. (Beijing, China). Read quality was assessed with FastQC (v0.12.0) and trimmed using TrimGalore (v0.6.5). Alignment to the human genome assembly (GRCh38/hg38) was performed by BWA (v0.7.17). Mapped reads were subject to compression, sorting, and duplicate reads removal with Samtools (v1.9). MACS2 (v2.2.7.1) was used for peaks calling. CUT&Tag signal was converted to bigwig files using deepTools (v3.5.1) with normalization by Trimmed Mean of M-values (TMM). Statistical analysis was performed using DiffBind (v3.16), with q-value threshold 0.05 and 2-fold change cut-off. Visualization was carried out in the IGV genome browser (v2.16.0). Peak overlaps were established with the GenomicRanges package (v1.52.0) [94].

### 3.4. ATAC-Seq

Approximately 50,000 cells were harvested in ice-cold PBS and washed with ice-cold RSB Buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl and 3 mM MgCl_2_). After centrifugation for 10 min at 500× *g* at 4 °C, cell pellet was resuspended in ice-cold lysis buffer (10 mM Tris-HCl, pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40) and incubated on ice for 5 min. Subsequently, DNA was purified with a MinElute PCR Purification Kit (Qiagen, Cat. No 28004, Hilden, Germany) and eluted in EB buffer. PCR amplification was carried out in 50 µL of reaction mix containing primers i5/i7 Nextera, 100× SYBR Green I (Life Technologies, S-7563, Carlsbad, CA, USA), NEBNext High-Fidelity PCR Master Mix (NEB, M0541S), PCR-grade water and 10 μL of transposed DNA. PCR conditions were 5 min at 72 °C, 30 s at 98 °C and 16 cycles of 10 s at 98 °C—30 s at 63 °C—60 s at 72 °C in a Real-Time PCR System (BioRad CFX Opus 96). PCR products were purified using AMPure beads (Beckman Coulter, Cat. No. A63880) in a 1.8× ratio and quantified with Qubit Fluorometric Quantification (Thermo Fisher, Carlsbad, CA, USA).

ATAC-Seq libraries were sequenced in two independent biological replicates from each sample on Illumina NovaSeq 6000 platform by Berry Genomics Beijing Co. Ltd. Sequencing qualities were evaluated with FastQC (v0.12.0) and then pre-processed using TrimGalore (v0.6.5). Trimmed sequences were aligned to human genome assembly (GRCh38/hg38) using BWA (v0.7.17). Mapped reads were subject to compression, sorting, and duplicate reads removal with Samtools (v1.9). Peaks were called using MACS2 (v2.2.7.1) and converted to bigwig files with deepTools (v3.5.1) with normalization by Reads Per Kilobase per Million mapped reads (RPKM). Differential occupancy analysis was performed using DiffBind (v3.16), with q-value threshold 0.05 and 2-fold change cut-off. Motif analysis was carried out with homer (v4.11). Bigwig files were visualized in the IGV genome browser (v2.16.0).

### 3.5. Analysis of Histone PTMs

About 1 × 10^7^ cells were washed three times with ice-cold PBS (supplemented with 1× protease inhibitor and 1× phosphatase inhibitor) and harvested by scrapping. Cell pellet was resuspended in 700 µL of lysis buffer 1 (50 mM Tris-HCl, pH 7.5, 20 mM NaCl, 1 mM EDTA, 1% Glycerol (*v*/*v*), 0.5% NP-40 (*v*/*v*), 0.25% Triton X-100 (*v*/*v*), 10 mM Sodium Butyrate, 1 mM DTT, and supplemented with 1× protease inhibitor and 1× phosphatase inhibitor) and incubated with rotation for 15 min at 4 °C. Nuclei were pelleted by centrifugation at 400× *g* for 5 min at 4 °C, and washed with 500 µL of lysis buffer 2 (50 mM Tris-HCl, pH 7.5, 20 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 2 mM Sodium Vanadate, 10 mM Sodium Butyrate, 1 mM DTT and supplemented with 1× protease inhibitor and 1× phosphatase inhibitor). After centrifugation at 400× *g* for 5 min at 4 °C, nuclear pellets were suspended in 250 µL of 0.4N H_2_SO_4_ and incubated for 2 h over ice with intermittent vortexing. Cellular debris was pelleted at >20,000× *g* for 15 min at 4 °C and supernatant transferred to 2 mL Eppendorf tube. After addition of 1.5 mL of ice-cold acetone, mixture was incubated overnight at −20 °C.

Histones were precipitated by 15,000× *g* centrifugation for 15 min at 4 °C and then washed twice with ice-cold acetone. Subsequently, histones were resuspended in ammonium bicarbonate (100 mM) and quantified using Bradford assay. Histone extract (100 μg) were mixed with acetonitrile:propionic anhydride (3:1) at pH 7.5, and then incubated for 15 min at room temperature until dry. This process was repeated four times. Then, histones were digested with trypsin (1:25 wt/wt) overnight at 400 rpm at 37 °C. Histone peptides were incubated again with acetonitrile:propionic anhydride (3:1) at pH 7.5 two times to convert all newly formed N-termini, dried in a vacuum concentrator and quantified via Nanodrop at 280nm (Thermo Fisher, Carlsbad, CA, USA).

Histone peptides (1200 ng) were injected into a PepMap C18 column (Thermo Fisher Scientific Cat No ES800A, 3 μm, 100 Å, 75 μm × 15 cm) coupled to a Q-Exactive Plus Hybrid Quadrupole Orbitrap mass spectrometer (Thermo Fisher Scientific). Chromatographic separation was carried out at 300 nL/min with mobile phase A (0.1% FA in water) and mobile phase B (0.1% FA in ACN) following this gradient: 0–5 min 2% B, 5–45 min 45% B, 45–52 min 55% B, 52–56 min 95% B, 56–64 min hold at 95% B and equilibrate to 2% B for 64–75 min. Mass spectra was collected in data-independent acquisition (DIA) mode with the following parameters: MS1—resolution 35 k, AGC target 3 × 10^6^, maximum fill time 200 ms over a scan range 300–1100 *m*/*z*, MS2—resolution 17.5 k, AGC target 1 × 10^6^ with a loop count of 8 and a sliding isolation window of 50 *m*/*z*. Data analysis was performed using EpiProfile (v2.0) [95].

### 3.6. Transcriptomics

Total RNA was isolated using the Total RNA Purification Plus Kit (Norgen Biotech, Thorold, ON, Canada) according to manufacturer’s protocol. RNA concentration and quality was assessed via Qubit and Bioanalyzer (OSU Genomics Shared Resource) prior to sequencing. RNA libraries were prepared using TruSeq Stranded mRNA Library Prep Kit (Illumina, 20020594, San Diego, CA, USA) with quality and concentration assessed prior sequencing in Illumina HiSeq 4000 platform by Berry Genomics Beijing Co. Ltd. Quality of reads was evaluated using FastQC (v0.12.0) and adapter sequences were trimmed with TrimGalore (v0.6.5). Resulting FastQ files were aligned to human genome assembly (GRCh38/hg38) using STAR (v.2.7.9a). Mapped reads were compressed and sorted with Samtools (v1.9). Transcript abundance was estimated with salmon (v.1.2.0) using Gencode v23 transcriptome as reference. Raw read counts were trimmed mean normalized and used for differential gene expression analysis with edgeR (v3.16). Differential expression was determined by a modified exact test using a q-value threshold of <0.05. Bigwig files conversion was carried out with deepTools (v3.5.1) for visualization in the IGV genome browser (v2.16.0). Gene ontology and pathway analysis were performed with the clusterProfiler package (v4.8.1) [96].

### 3.7. Proteomics

Label-free proteome analysis was performed using an average 10 million cells per sample. Cells were washed and harvested in ice-cold PBS supplemented with a complete protease inhibitor cocktail (Roche, 11697498001, Basel, Switzerland) and phosphatase inhibitor (Roche, 04906845001). Cell pellets were resuspended in RIPA Lysis and Extraction Buffer (Thermo Fisher Scientific, 89900) supplemented with protease and phosphatase inhibitors, and sonicated for 10 min at 4 °C (30 s on/30 off interval, Bioruptor, Diagenode, Seraing, Belgium). Protein concentration was assessed using the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, 23227).

Proteins were reduced with dithiothreitol (Thermo Scientific, A39255) for 45 min at 50 °C and alkylated with iodoacetamide (Sigma-Aldrich, A3221, St. Louis, MO, USA) for 30 min in the dark at room temperature. Phosphoric acid was added for acidification (pH 3), followed by S-Trap binding buffer addition (90% MeOH, 100 mM final TEAB, pH 7.1) and loading into an S-trap spin column. After column centrifugation, mass spectrometry grade trypsin (1:20, enzyme:substrate) (Thermo Scientific, 90058) was added and incubated overnight at 37 °C. Peptides were eluted using TEAB and were dried in a SpeedVac (Thermo Scientific, SPD130P1-115). Dried peptides were resuspended in 50 mM glacial acetic acid (Fisher Scientific, A11350) and peptide concentration assessed via Nanodrop (Thermo Scientific, 13-400-518PM3).

MS data were acquired on a Bruker timsTOF Pro HPLC–MS/MS with Ion Mobility equipped with a CaptiveSpray source (Bruker Scientific, Billerica, MA, USA) operated in positive ion mode. Peptides were loaded on a C18 column (25 cm  ×  75 μm, 1.6 μm, IonOpticks, Fitzroy, Australia). Mobile phases consisted of water with 0.1% formic acid (phase A), and acetonitrile with 0.1% formic acid (phase B) at a flow rate of 0.4 mL/min and 50 °C. Peptides were eluted with the following set up: a linear gradient from 2 to 25% mobile phase B during 90 min, 25 to 37% in 10 min, and 37 to 80% over 10 min; then kept for 10 min. The column was equilibrated in 2% of mobile phase B for 15 min before the next sample injection. Data were acquired on the Parallel Accumulation Serial Fragmentation (PASEF) acquisition mode, with a mass range of 100–1700 *m*/*z*, a capillary voltage of 1.6 kV, dry gas 3 L/min, and dry temp of 180 °C. PASEF settings included 10 MS/MS scans at 1.18-s total cycle time, scheduling target intensity of 20,000, active exclusion release after 0.4 min, and CID collision energy of 42 eV.

Raw data were converted to mzML format using ProteoWizard (v3.0.2) [97]. OpenMS (v2.6.0) [98] was employed for peptide identification with MSGF+ search engine against a reviewed UniProt human proteome FASTA file with the following parameters: full trypsin digest; enzyme, trypsin; maximum missed cleavage sites, 2; precursor mass tolerance, 10 ppm; fragment mass tolerance, 0.05 Da; carbamidomethyl of Cys, fixed modification; oxidation of Met, variable modification. PSM rescoring was completed with Percolator and protein inference was performed with Epifany [99] across all samples setting peptide and protein FDR to 0.05. Normalization and differential expression analysis were carried out using edgeR (v3.16) with a q-value threshold of 0.05. STRING (v11.5) [80] was employed for protein–protein network analysis. Gene ontology and pathway analysis were established with the clusterProfiler package (v4.8.1) [96].

### 3.8. Metabolomics

Approximately 10 million cells per sample were washed with PBS at room temperature and harvested with ice-cold methanol:water (80:20). Cell lysis was performed by consecutive freeze-and-thaw cycles with liquid N_2_/dry-ice with vortexing between cycles. Supernatant was then dried on SpeedVac concentrator (Thermo Scientific, SPD130P1–115) for storage at −80 °C. Dried extracts were resuspended in Acetonitrile:Water (25:75) with addition of 0.2 µM L-methionine-methyl-d3 (98 atom %D, ISOTEC) as the internal standard.

UHPLC–MS/MS analyses were carried out on a 1290 series chromatographic system (Agilent Technologies, Palo Alto, CA, USA) coupled to a QTOF–MS 6545 series (Agilent Technologies, Palo Alto, CA, USA) equipped with an electrospray ion source (ESI). 5 µL of resuspended extracts were injected into a Kinetex HILIC column (100 × 2.1 mm, 2.6 µm, Phenomenex). Mobile phases consisted of water with 0.1% formic acid and 10 mM ammonium formate (phase A), and acetonitrile with 0.1% formic acid and 10 mM ammonium formate (phase B) at a flow rate of 0.3 mL/min and 30 °C. Gradient elution was programmed by the following set up: 98–55% B in 45 min; 55% B during 4 min; 55–98% in 2 min; and column re-equilibration for 15 min using the initial solvent composition. Data were acquired in both, positive and negative ESI mode with a mass range from 100 to 1200 *m*/*z*, full scan mode at a scan rate of 2 scans per second, 3000 V of capillary, 10 L/min of nebulizer gas flow and 300 °C of gas temperature. For MS/MS data collection, a voltage between 10 and 30 V was applied on the selected precursor ions. Mass correction throughout the analysis was achieved by continuous pumping and monitoring of the ions *m*/*z* 121.0509 (C_5_H_4_N_4_) and 922.0098 (C_18_H_18_O_6_N_3_P_3_F_24_) for ESI+ mode, and *m*/*z* 112.9856 (C_2_F_3_O_2_(NH_4_)) and 1033.9881 (C_18_H_18_O_6_N_3_P_3_F_24_) for ESI-mode.

Raw data were converted to mzML format using ProteoWizard (v3.0.2). OpenMS (v2.6.0) was employed for feature detection, alignment, assembly, and deconvolution. Three complementary approaches were integrated for feature annotation: (1) accurate mass search, matching *m*/*z* with compounds in the Human Metabolome database (HMDB v5.0) [100], Kyoto Encyclopedia of Genes and Genomes (KEGG) and Chemical Entities of Biological Interest (ChEBI); (2) spectral search, matching MS/MS fragmentation with mass spectral records in the Global Natural Product Social Molecular Networking (GNPS) and MassBank of North America (MoNA); (3) de novo molecular structure identification, using SIRIUS (v4.8.2) [101] for structure prediction based on isotope distribution and fragmentation pattern analysis. Normalization, statistical analysis and pathway analysis were performed in MetaboAnalyst 5.0 [85] with a q-value threshold of 0.05.

### 3.9. Immunoblotting

Cells were collected and lysed in RIPA buffer (Thermo Scientific, 89900) freshly supplemented with a complete protease inhibitor cocktail (Roche, 11697498001) and phosphatase inhibitor (Roche, 04906845001). Protein concentration of the cell lysate was measured by Bradford assay (BioRad, 5000121). Equal amounts of protein lysates were separated in precast protein gels (Bio-Rad, 4568084, 4568044) and transferred to nitrocellulose blotting membrane (Biorad, 1620115) via standard wet transfer at 4 °C overnight. The membrane was blocked with TBS Blocking Buffer (Li-Cor, 927-60001, Lincoln, NE, USA) for an hour at room temperature and then incubated overnight at 4 °C with primary antibodies against EZH2 (Cell Signaling Technology, 5246), H3 (Abcam, ab1791, Cambridge, UK), H3K27me3 (Cell Signaling Technology, 9733), GAPDH (Cell Signaling Technology, 2118S) and V5 (Invitrogen, R960-25). Detection was carried out using species appropriate secondary antibodies (Li-Cor, 926-68073, 926-32212) and membrane developing with Li-Cor Odyssey Fc Imaging System. Intensity of protein bands was quantified using ImageJ (v. 1.54d) and normalized to loading control band.

### 3.10. RNA Isolation and RT-qPCR

Total RNA was isolated using the PureLink™ RNA Mini Kit (Invitrogen, 12183025). Reverse transcription was performed with 2 μg of total RNA using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher, 4368814). qRT-PCR assays were carried out in quintuplicates using the Real-Time PCR System (BioRad CFX Opus 96) and the following TaqMan probes: *COL4A1* (Hs00266237, PN4453320), *GAPDH* (Hs99999905, PN 4453320), *EGFR* (Hs01076090, PN 4453320), *MALAT1* (Hs01910177, PN 4448892), *RPRM* (Hs04189060, PN 4448892) and *WNT16* (Hs00365138, PN 4453320) (Thermo Fisher Scientific, Carlsbad, CA, USA). Data were normalized with GAPDH as reference gene. Relative expression was calculated using the 2ΔΔCt method [102].

### 3.11. Colorimetric Assays

Cellular NAD+ was measured using a Colorimetric Assay Kit (Abcam, Cat. Ab65348) following the manufacturer’s protocol. Briefly, 1 × 10^6^ cells were harvested and washed with PBS prior lysis. Subsequently, lysates were centrifuged, and supernatants were recovered. 50 µL of supernatant were incubated with 100 µL of reaction mix for 2 h at room temperature. Absorbance was measured on a microplate reader (Molecular Devices, San Jose, CA, USA, SpectraMax iD5) at 460 nm. All experiments were performed in triplicates.

Cellular levels of ATP were measured employing an ATP Determination Kit (Invitrogen, Cat. A22066) following the manufacturer’s instructions. Approximately 1 × 10^6^ cells were harvested and washed with PBS prior lysis. Lysates were centrifuged and supernatants were recovered. A volume of 10 µL of supernatant was mixed with 90 µL of reaction solution. Luminescence was measured on a microplate reader (Molecular Devices, SpectraMax iD5). All experiments were performed in triplicates.

## 4. Conclusions

A multi-omics approach was employed to examine how clinically relevant single-point mutations on EZH2 interact to upset complex cellular networks. The EZH2 GOF mutants, Y641F and A677G, showed a consistent set of transcriptional repressive targets that disturb several pathways in cancer, focal adhesion, and hematopoietic cell lineage. Moreover, the observed dysregulation on proteins and metabolites has the capacity to sustain aberrant cell growth, proliferation, and invasiveness. Protein network analysis also revealed specific EZH2 direct interactors, including Cyclin-A2, KMT2C and Ki-67 that can contribute to amplifying remodeling effects on the epigenetic landscape. Metabolic profiles in isogenic cells responded to changes in EZH2 activity showing shifts in key biosynthetic pathways that play a role in tumor survival. The H3K27me3 deposition and chromatin accessibility of the EZH2 LOF mutant was unperturbed. However, the decrease in EZH2 activity led to important changes in gene, protein and metabolite expressions associated with tumor survival pathways. 

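Of 43 genes changed in RNA-Seq between the LOF mutant and EZH2 WT, 28 were also changed in at least 1 GOF mutant. These comparisons share the EZH2 WT replicates, so the overlap cannot be told apart from a change in the EZH2 WT line itself. Among genes with a mean log2 CPM of at least 1 and no overlap between LOF and EZH2 WT replicates, *C8orf4* (ENSG00000176907.5, chromosome 8 of GRCh38, 40153482 to 40155310) increased most, from 1.51 ± 0.370 CPM (SD, n = 3) in EZH2 WT to 3.81 ± 0.610 in the LOF mutant. Its log2 fold change was 1.34 (standard error 0.219, adjusted p = 9.95e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was not past the threshold in the GOF mutants. *APOBEC3B* had a log2 fold change of 1.26 (standard error 0.218, adjusted p = 0.00202 from the same edgeR test) and *ADAMTS5* of 0.64 (standard error 0.119, adjusted p = 0.00541 from the same edgeR test), and both were also higher in both GOF mutants. Under the same limits on mean log2 CPM and overlap, the largest decreases were at *CSNK1E*, *FLRT2* and *DSEL*. They were -1.06 (standard error 0.212, adjusted p = 0.0121 from the same edgeR test) at *CSNK1E*, -0.85 (standard error 0.133, adjusted p = 8.22e-04 from the same edgeR test) at *FLRT2* and -0.82 (standard error 0.171, adjusted p = 0.0164 from the same edgeR test) at *DSEL*. *FLRT2* and *DSEL* were also lower in both GOF mutants, and *CSNK1E* in EZH2 A677G. In the LOF mutant and in EZH2 A677G, *CSNK1E* was not past the threshold with DESeq2 or the robust fit.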

The primary limitation of this study is the actual translation of these EZH2 mutational effects into a B-cell-specific context. The data show that the observed EZH2 targets in the HEK293T cell lines that were affected by mutation have consistency with the dysregulated genes observed in B-cell lines [47,76]. In these studies, the cell lines have varying genetic backgrounds that confound the interpretation of the data. This study lays a consistent baseline for future multi-omics analysis that can be performed using patient samples with blood malignancies that harbor varying other genetic abnormalities. Comparisons with the baseline will allow for a more systematic hypothesis-driven approach to decipher the role of EZH2 mutations. Future studies will also use this model to explore the influence of spatial chromatin structure, nuclear lamina, and EZH2 interaction with other histone modifiers and chromatin remodelers.

## Figures and Tables

**Figure 1:**
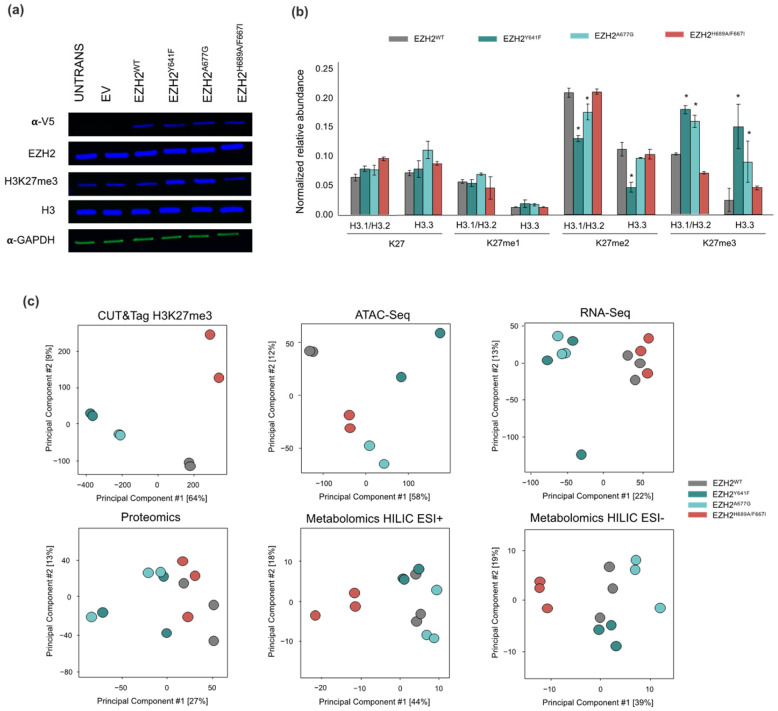
(**a**) Western blot of EZH2, V-5 tag, H3K27me3, and H3 total for untransfected, empty vector (EV), wild-type (WT) EZH2, EZH2^Y641F^, EZH2^A677G^, and EZH2^H689A/F667I^ with α-GAPDH as loading control. (**b**) Summary of EpiProfile analysis of K27 methylation for histone H3 variants across EZH2 mutants. Error bars represent 1 standard deviation and asterisk represents statistical significance (q-value < 0.05). (**c**) Principal component analysis on replicates of acquired multi-omics datasets.

**Figure 2:**
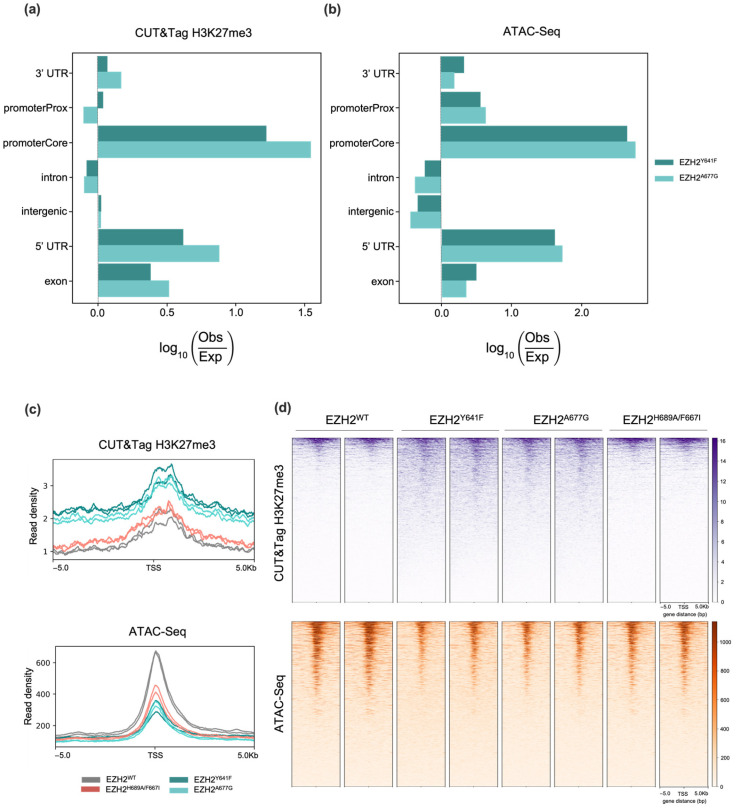
Normalized genomic distributions of (**a**) H3K27me3 CUT&Tag enriched peaks; and (**b**) Open chromatin regions in EZH2 GOF mutants. Profile plot (**c**) and heatmaps (**d**) of CUT&Tag H3K27me3 and ATAC-Seq peaks ± 5 kb from the centers of putative EZH2 targets across EZH2 mutants.

**Figure 3:**
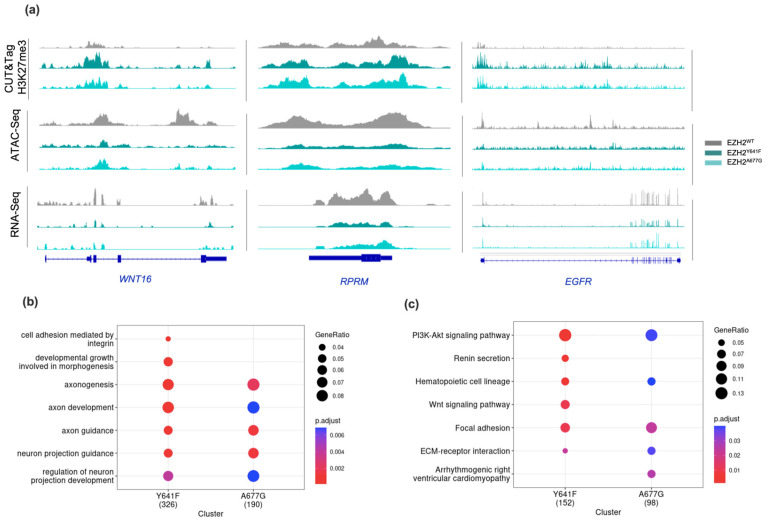
(**a**) Gene browser tracks showing CUT&Tag H3K27me3, ATAC-Seq, and RNA-Seq readouts over *WNT16*, *RPRM* and *EGFR* genes. (**b**) Gene ontology and (**c**) KEGG pathways of EZH2 target genes in EZH2 GOF mutants.

**Figure 4:**
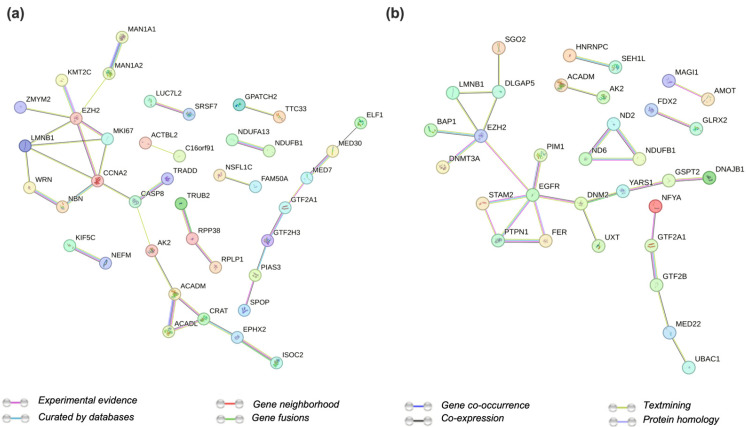
String analysis of protein–protein networks for dysregulated proteins in (**a**) EZH2 GOF mutants and (**b**) EZH2 LOF.

**Figure 5:**
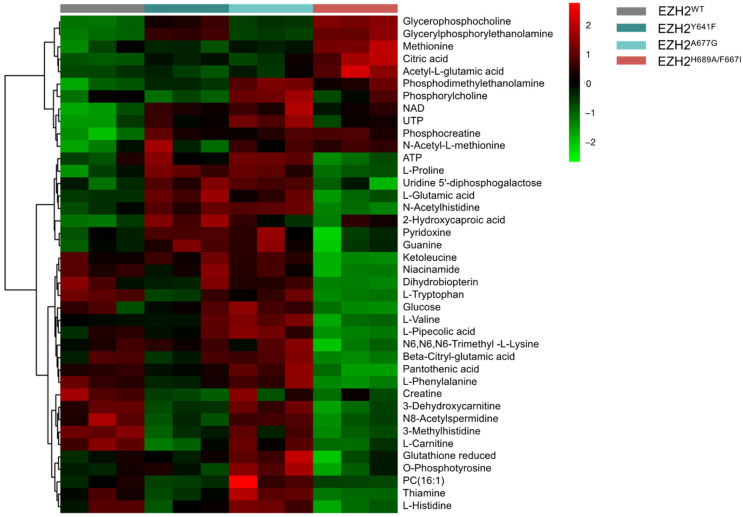
Heatmap showing top 40 differential metabolites across each EZH2 mutant.

**Figure 6:**
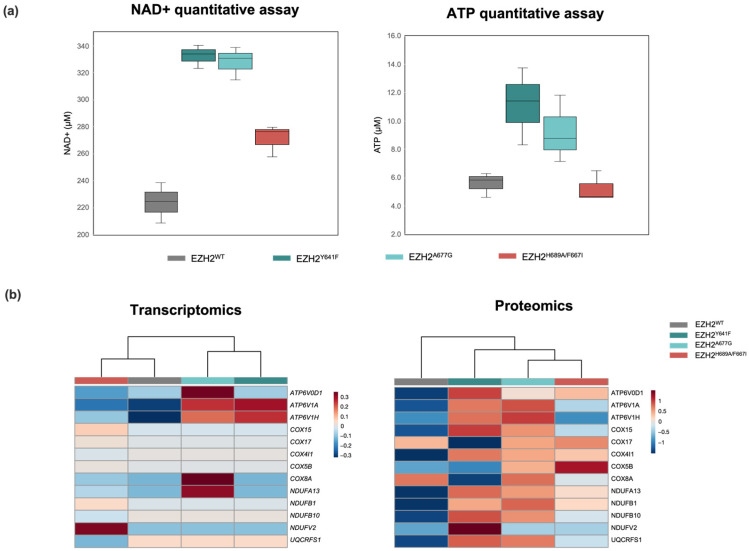
(**a**) Boxplots for NAD+ and ATP quantification via colorimetric assay and (**b**) expression heatmap for selected genes belonging to NAD+/NADH biochemical pathway in EZH2 mutants.

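In RNA-Seq, 13 genes of the heatmap were compared with EZH2 WT, namely *ATP6V0D1*, *ATP6V1A*, *ATP6V1H*, *COX15*, *COX17*, *COX4I1*, *COX5B*, *COX8A*, *NDUFA13*, *NDUFB1*, *NDUFB10*, *NDUFV2* and *UQCRFS1*. Their log2 fold changes lay between -0.11 and 0.19 in EZH2 Y641F, with 9 above 0, between -0.05 and 0.16 in EZH2 A677G, with 10 above 0, and between -0.05 and 0.15 in the LOF mutant, with 9 above 0. Expression of *ATP6V1A* (ENSG00000114573.12, chromosome 3 of GRCh38, 113746770 to 113812056) was 248 ± 5.36 CPM (SD, n = 3) in EZH2 WT, 275 ± 10.3 in EZH2 Y641F and 272 ± 5.16 in EZH2 A677G, with log2 fold changes of 0.15 in EZH2 Y641F (standard error 0.0366, adjusted p = 0.00754 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.13 in EZH2 A677G (standard error 0.0366, adjusted p = 0.0138). That of *ATP6V1H* (ENSG00000047249.18, chromosome 8, 53715543 to 53843558) was 43.8 ± 0.678 CPM (SD, n = 3) in EZH2 WT, 50.1 ± 1.44 in EZH2 Y641F and 49.0 ± 1.55 in EZH2 A677G, with 0.19 in EZH2 Y641F (standard error 0.0510, adjusted p = 0.0118 from the same edgeR test) and 0.16 in EZH2 A677G (standard error 0.0511, adjusted p = 0.0376). In EZH2 A677G, *ATP6V1H* was not past the threshold with upper-quartile factors or library totals. The other genes were not past the threshold in a GOF mutant, and 0 genes were in the LOF mutant, where the lowest adjusted p-value was 0.307 from the same edgeR test. With the adjustment made over these genes alone, 3 were past it in EZH2 Y641F, 4 in EZH2 A677G and 0 in the LOF mutant, though the genes are the paper's own choice from these data.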

## Data Availability

Acquired CUT&Tag data were deposited in GEO under accession number GSE235011, ATAC-Seq under accession number GSE235010, and RNA-Seq under accession number GSE235013. Additionally, the publicly available dataset GSE40970 (H3K27me3 ChIP-seq analysis in EZH2 mutant and wild-type DLBCL cell lines) was used in this study. Proteomics datasets are accessible on PRIDE through accession number PXD042953 for histone PTM analysis and PXD042875 for label-free proteomics. Metabolomics datasets are available in Metabolomics Workbench with the study ID ST002734.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241411378/s1.

How the deposited data were processed for this re-analysis (not part of the article)

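RNA was sequenced from HEK293T lines expressing EZH2 WT, EZH2 Y641F, EZH2 A677G or the LOF double mutant EZH2 H689A/F667I, with 3 biological replicates per line. According to the paper, reads were checked with FastQC, trimmed with TrimGalore, aligned to GRCh38 with STAR and sorted with Samtools, and transcript abundance was estimated with salmon against a Gencode annotation. The authors deposited raw counts per gene symbol for each of the 12 samples, as whole numbers without normalization. The paper's text does not name the step from salmon estimates to counts per symbol or the filter that left 14438 genes. The paper compared each mutant with EZH2 WT by edgeR's modified exact test after trimmed mean normalization, at a q-value under 0.05.

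Total counts per sample ranged from 32137700 to 44562413. In the table, 175 genes were at 0 in all replicates of EZH2 A677G or EZH2 H689A/F667I, while 0 genes were at 0 in 2 of the 3 replicates of EZH2 A677G. These genes were left out, which was chosen after the counts were seen, and an alternative kept them. The remaining 14263 genes all passed edgeR's filterByExpr. Counts were analysed in R 4.3.3 with edgeR 4.0.16, by TMM normalization and the quasi-likelihood test on all samples together with 1 coefficient per line. Each mutant was compared with EZH2 WT, EZH2 Y641F with EZH2 A677G, and the mean of EZH2 Y641F and EZH2 A677G with EZH2 H689A/F667I. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes under 0.05 were taken as changed. The quasi-likelihood test was used in place of the paper's exact test. The exact test was run as an alternative, with the spread between replicates estimated from all samples together. CPM are TMM-normalized, and log2 CPM used a prior count of 2. Principal components were computed on centred, unscaled log2 CPM. Shifts of whole chromosomes were tested with camera in limma 3.58.1. Permutation tests with 10 or more values per group used 1e+05 resamples, and smaller ones were exact.

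Gene symbols were matched to GENCODE on GRCh38 for identifiers and positions. Of the symbols, 13272 matched a GENCODE name, 955 matched through a RefSeq synonym and 211 had no match. GC content was known for 14060 of the genes tested.

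The genes named in the text were chosen by a rule set before the counts were seen. It takes the genes the paper names for RNA-Seq, those of its transcriptomics heatmap in Figure 6b, qPCR probe genes and genes of the PRC2 complex. It adds, for each mutant, the 3 largest changes in each direction among changed genes with a mean log2 CPM of at least 1 and no overlap between mutant and EZH2 WT replicates.

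Alternatives set before the counts were seen were edgeR's exact test, DESeq2 1.42.0 with its size factors, upper-quartile factors, library totals alone, no filter on low counts, at least 10 counts in every sample, only the compared groups in the fit, replicate number as a block, limma voom with sample quality weights, a robust quasi-likelihood fit, counts thinned to the smallest library, an absolute log2 fold change of at least 1, and each replicate left out in turn. For principal components they were the 500 most variable genes and scaling to unit variance. Added after the counts were seen were the genes at 0 kept, removal of each sample's GC trend with and without the replicate block, and, for the comparison with proteins, library totals, DESeq2, the replicate block and Fisher's exact test.

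The procedures were tested on simulated data with known changes at part of the genes and with comparisons without changes. Gene set and pathway enrichment was not analysed here, nor were the chromatin, proteomics and metabolomics measurements, apart from the paper's lists of changed proteins. qPCR values were not used here. The result of 1 gene under the rule above is not reported here.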

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

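The tests on ribosomal RNA, on splits for genes higher in both GOF mutants and on whether all EZH2 WT replicates lie on the same side of the mutants were chosen after the result was seen, and the other tests below before.

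EZH2 Y641F and EZH2 A677G differed from each other at 12 genes in a direct comparison by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is a difference between groups that the paper does not test. They were *EMILIN2*, *EZH2*, *GNG4*, *L3MBTL4*, *MIR17HG*, *NEFM*, *NELL2*, *POLR2A*, *RNA28S5* and *RNA45S5*, higher in EZH2 Y641F, and *CYFIP2* and *FAT3*, lower in EZH2 Y641F, and apart from *EZH2*, *FAT3*, *NEFM* and *RNA28S5* they are named after their values were seen. At unadjusted p-values under 0.05, 458 genes were lower and 527 higher in EZH2 Y641F. Among the 4 splits of the samples that swap replicates of the same number, 1 gave as many genes, the real one, and the others gave at most 0. The 6 other splits, which separate a single pair of same-numbered replicates, gave at most 1. So few splits cannot rule out a chance division of the samples. Without EZH2 Y641F replicate 1, which lies apart from the other EZH2 Y641F replicates, 10 genes differed, 7 of them shared with the 12, so that replicate does not account for the difference. Ribosomal RNA genes were 2 of the genes, *RNA28S5* and *RNA45S5*, and these cannot be told apart from a difference in ribosomal RNA left in the libraries.

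The mean of EZH2 Y641F and EZH2 A677G differed from EZH2 H689A/F667I at 1792 genes by the same edgeR test, a difference between groups. Of 27 splits of the samples, 1 gave as many genes, the real one, and the next gave 435. Across genes, the log2 difference had a Spearman rho of -0.02 with GC content and 0.06 with gene length. With each replicate left out in turn, from 1203 to 2105 genes differed, so a single mixed sample does not account for the difference. Mixing in several samples and separate handling of the lines, each of which was selected on its own, were not tested for this comparison. No biological reading is therefore given.

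The *EZH2* transcript was 0.33 higher on the log2 scale in EZH2 Y641F than in EZH2 A677G (standard error 0.0396, adjusted p = 9.34e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference between groups. The EZH2 Y641F replicates lay between 209 and 228 CPM and those of EZH2 A677G between 165 and 182. The count holds introduced and endogenous transcripts together, and these were not told apart. Whether the dose of EZH2 accounts for differences between the mutants was not tested.

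Changed in all 3 mutants against EZH2 WT were 15 genes, 9 lower and 6 higher in every mutant, which the paper does not discuss as a group. These were *ZNF711*, *NEFM*, *EZH2*, *APOBEC3B*, *FLRT2*, *DSEL*, *ADAMTS5*, *DPYSL3*, *FAM155B*, *KCNK2*, *NEFL*, *NWD2*, *PKP3*, *SPINT2* and *ST6GAL2*, of which those outside the rule for named genes were named after their values were seen. Without EZH2 WT replicate 1, 2 or 3, 3, 6 and 5 of them were still changed in all 3 mutants, with the lowest number 3, and every fit without a replicate also found fewer changed genes in EZH2 H689A/F667I, so these fits cannot tell whether a single EZH2 WT replicate is aberrant. At 15 of the genes all EZH2 WT replicates lay above or all below every mutant replicate, but genes selected as changed in all 3 mutants are likely to show this in any case, so it cannot tell either. In fits of EZH2 H689A/F667I against each other line, 11 genes set EZH2 H689A/F667I apart from the 3 other lines in a single direction. This is consistent with differences that arose in individual lines, EZH2 WT included, for genes other than the introduced *EZH2*, and the pattern cannot be told apart from a change in the EZH2 WT line itself.

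Higher in both GOF mutants than in EZH2 WT were 127 genes, outside those the paper discusses as targets. Their median log2 fold change in the LOF mutant was 0.07. For the higher genes of each GOF mutant, 1 of 4 splits that swap same-numbered replicates gave as many genes in EZH2 Y641F and 1 of 4 in EZH2 A677G, in both the real one. For the genes higher in both, 1 of 27 splits gave as many, the real one, and the next gave 6, so a chance division of the samples does not account for them. With the GC trend removed, 448 genes were higher in EZH2 Y641F and 620 in EZH2 A677G, so that the number depends on this setting. No biological explanation was tested.

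*RNA28S5*, a ribosomal RNA gene, was 0.75 higher on the log2 scale in EZH2 Y641F than in EZH2 A677G, a difference between groups. Its expression was 298 ± 38.1 CPM (SD, n = 3) in EZH2 WT, 576 ± 165 in EZH2 Y641F, 343 ± 12.0 in EZH2 A677G and 394 ± 124 in the LOF mutant. *RNA28S5* and *RNA45S5*, the 2 ribosomal RNA genes that differed, may reflect ribosomal RNA left in the libraries. The paper names a kit for mRNA, but *RN7SL1* and *RN7SL2*, which are not mRNAs, took the most counts, 4.79% and 3.19%, so the libraries also held other RNA. Ribosomal RNA left in the libraries cannot be told apart from a change in the cells.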

How the results depend on the processing

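Removal of the GC trend, the genes at 0 kept, and the alternatives for the comparison with proteins were chosen after the data were seen, and all other alternatives were set before the data were examined. Where a result moved, the cause was not tested. The absence of a filter on low counts removes no gene and so cannot move a result, and the exact test gives no comparison of the mean of the GOF mutants with the LOF mutant.

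The number of lower genes in EZH2 Y641F was 797, in EZH2 A677G 924 and in both 633. Only the requirement of an absolute log2 fold change of at least 1 moved these counts by more than 1.5 times, with single replicates left out aside. With it, 167 genes were lower and 9 higher in EZH2 Y641F, 202 lower and 4 higher in EZH2 A677G, 4 lower and 3 higher in the LOF mutant, 112 lower in both GOF mutants, 22 of them in Supplementary Table S2, 1 differed between EZH2 Y641F and EZH2 A677G and 211 between the GOF mean and the LOF mutant. With only the compared groups in the fit, 179 genes were higher in EZH2 Y641F, 497 were higher in EZH2 A677G, and 48 were lower and 38 higher in the LOF mutant. With limma voom, 578 were higher in EZH2 A677G, and 55 were lower and 44 higher in the LOF mutant. With edgeR's exact test, 45 were lower and 31 higher in the LOF mutant, and 23 differed between EZH2 Y641F and EZH2 A677G. With upper-quartile factors 191 were higher in EZH2 A677G, and with library totals alone 11 were higher in the LOF mutant. With the GC trend removed, 448 were higher in EZH2 Y641F and 620 in EZH2 A677G. With the genes at 0 kept, 139 were lower in the LOF mutant and 178 differed between EZH2 Y641F and EZH2 A677G.

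Replicate numbers are shared between the lines. The deviations of replicates with the same number had a mean correlation of -0.00928 across genes over 18 pairs (-0.0557 to 0.0501). With replicate number as a block, 809 genes were lower and 299 higher in EZH2 Y641F, 933 and 305 in EZH2 A677G, 23 and 17 in the LOF mutant, 639 were lower in both GOF mutants, 16 differed between EZH2 Y641F and EZH2 A677G, 1808 differed between the GOF mean and the LOF mutant and 98 of Supplementary Table S2 were lower in both. With the block, *ITGA2* and *FKBP9* were no longer past the threshold in EZH2 A677G, nor was *RBBP7* in EZH2 Y641F. With the block and the GC trend removed, 464 genes were higher in EZH2 Y641F and 630 in EZH2 A677G, and 61.8% and 58.5% of the changed genes were lower.

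When each replicate was left out in turn, the number of lower genes ran from 568 to 943 in EZH2 Y641F, from 682 to 812 in EZH2 A677G, from 4 to 20 in the LOF mutant and from 446 to 735 in both GOF mutants. The number of higher genes ran from 135 to 354 in EZH2 Y641F, from 142 to 230 in EZH2 A677G and from 7 to 16 in the LOF mutant. Genes that differed between EZH2 Y641F and EZH2 A677G ran from 8 to 57, those that differed between the GOF mean and the LOF mutant from 1203 to 2105, and those of Supplementary Table S2 lower in both from 77 to 102.

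The share of lower genes was above 50% in every setting for EZH2 Y641F and EZH2 A677G. It was 72.8% and 75.8%, 80.3% and 84.3% with upper-quartile factors, and 62.5% and 59.0% with the GC trend removed. In the LOF mutant it was 53.5%, 64.5% with library totals and 82.2% with the genes at 0 kept.

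The *EZH2* log2 fold change in EZH2 A677G was 0.13, and was no longer past the threshold with upper-quartile factors (0.11), library totals (0.13) or thinned counts (0.13). With each replicate left out it ran from 0.10 to 0.17 and was not past the threshold in 4 of 6 fits, those without EZH2 WT replicates 1 and 3 and without EZH2 A677G replicates 1 and 3. In EZH2 Y641F and the LOF mutant it stayed past the threshold in all settings run. The number of chromosomes with a shift past the threshold over the mutants was 4, 0 with library totals and 2 with at least 10 counts in every sample, and ran from 1 to 5 with a replicate left out.

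PC1 held 33.7% of the variance and PC2 8.58%. With the 500 most variable genes these were 46.5% and 7.42%, with unit variance 21.7% and 13.2%, and with at least 10 counts in every sample 35.4% and 8.84%. With library totals PC2 held 9.08%. With a replicate left out PC1 ran from 33.8 to 36.4% and PC2 from 9.07 to 9.58%. Of the listed proteins, 57.0% had RNA in the same direction in EZH2 A677G with library totals, no longer past the threshold of a two-sided exact binomial test, and the 60.8% with TMM was not past it with Fisher's exact test. With library totals the share was 48.5% in the LOF mutant, against 50% with TMM.

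For the named genes, 119 combinations of gene and mutant were recomputed. Over the alternatives set beforehand, the absence of a filter left aside, 1126 values kept their direction and side of the threshold, 48 lost the threshold, 14 gained it and 0 changed direction. Over the added alternatives these numbers were 339, 8, 10 and 0, and with a replicate left out 557, 155, 2 and 0.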

Differences from the paper's values

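No test in this part was chosen after a result was seen, apart from alternatives said to be. The paper's lists give 714 genes higher in EZH2 A677G than in EZH2 WT, where 295 were found here. With only the compared groups in the fit 497 were found and with limma voom 578, both within 1.5 times the paper's number. The other alternatives set before the data were examined did not close the gap, among them edgeR's exact test, with 354. The paper names that test, but here its spread between replicates was estimated from all lines together. The exact test was not run with only the compared groups, so 354 does not show what the paper's own fit would give. Removal of the GC trend without and with the replicate block, chosen after the values were seen, gave 620 and 630, also within 1.5 times the paper's number.

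For EZH2 H689A/F667I, the paper's lists give 61 lower genes, where 23 were found here. The exact test gave 45, only the compared groups 48 and limma voom 55, and the other alternatives set before the data were examined did not close the gap. The paper's lists give 49 higher genes for EZH2 H689A/F667I, where 20 were found here. Only the compared groups (38) and limma voom (44) closed this gap among the alternatives set before the data were examined, and the exact test, with 31, did not.

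Of the genes the paper's lists give for EZH2 Y641F, 939 of 945 were tested, all in the same direction, and 930 were past the threshold here. For EZH2 A677G, 50 of the higher genes on the paper's lists were not used here, and 1994 of the other 1999 were tested, all in the same direction, with 1190 past the threshold. These numbers were, for EZH2 H689A/F667I, 108 of 110, all in the same direction, with 41.

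In Figure 1c, read by eye, PC1 of RNA-Seq holds about 22% of the variance and PC2 about 13%, which are the paper's values. Here they were 33.7% and 8.58%. With genes scaled to unit variance they were 21.7% and 13.2%, and none of the other alternatives set before the data were examined closed the gap for PC1. For PC2, library totals (9.08%), at least 10 counts in every sample (8.84%) and each fit with a replicate left out (9.07 to 9.58%) also came within 1.5 times the paper's value, and the 500 most variable genes (7.42%) did not.

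The paper lists a log2 fold change of 0.1 for *NCOA2* in EZH2 A677G, where 0.15 was found here. Of 122 log2 fold changes compared, this was the 1 that differed by more than the limit used. That limit was 0.05 for the rounding of the paper's value, or the standard error here where that was larger. Genes with large standard errors were therefore held to a wider limit than rounding. Of the alternatives set before the data were examined, the gap was closed by upper-quartile factors (0.13), library totals (0.14), at least 10 counts in every sample (0.14), limma voom (0.15), thinned counts (0.14), and the fits without EZH2 WT replicate 2 (0.14), EZH2 WT replicate 3 (0.14) and EZH2 A677G replicate 2 (0.13). It was not closed by the exact test, DESeq2, only the compared groups, the replicate block, the robust fit or the other fits with a replicate left out.

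The paper states from qPCR that *MALAT1* is lower in the GOF mutants than in EZH2 WT. In RNA-Seq its log2 fold change was 0.19 in EZH2 Y641F (adjusted p = 0.00810 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6.33e-04 to 0.140 over all settings run) and 0.15 in EZH2 A677G (adjusted p = 0.0415, 0.00129 to 0.257 over all settings run).

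The paper counts the 108 genes of Supplementary Table S2 as lower in both GOF mutants, of which 100 were past the threshold in both here and from 22 to 106 over the alternatives. The paper gives *WNT16* and *CR2* as lower in both. In EZH2 A677G, *WNT16* was past the threshold with edgeR's exact test, only the compared groups and limma voom (adjusted p from 0.0181 to 0.268 over all settings run), and *CR2* with edgeR's exact test, DESeq2, limma voom and without EZH2 WT replicate 1 (adjusted p from 0.0227 to 0.265 over all settings run). In EZH2 A677G, the paper gives *RASA1*, *WRN*, *FRYL*, *NDUFA13* and *TUBA1A* as higher in both datasets. *FRYL* and *TUBA1A* were past the threshold with only the compared groups and with limma voom, *RASA1* and *WRN* with limma voom, and *WRN* also without EZH2 WT replicate 3. Removal of the GC trend without and with the replicate block, chosen after the values were seen, put *FRYL*, *TUBA1A*, *RASA1* and *NDUFA13* past the threshold. The paper gives *FER* as higher in EZH2 H689A/F667I, which was past the threshold with only the compared groups and with limma voom (adjusted p from 0.0398 to 0.509 over all settings run). It gives *PRNP* as higher in both GOF mutants, which in EZH2 A677G passed only with the GC trend removed, without and with the replicate block, both chosen after the values were seen (adjusted p from 0.0433 to 0.384 over all settings run). All of these moved in the paper's direction.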

Other observations

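The tests on the genes at 0, on a mixture of EZH2 Y641F replicate 1 with EZH2 WT cells, on mixtures of all lines and on its library size, on shared EZH2 WT replicates, on *MALAT1* against *GAPDH*, on copy number and on gene length were chosen after the result was seen.

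The split of the samples into lines was compared with other splits. For lower genes in EZH2 Y641F, 1 of 4 splits that swap same-numbered replicates gave as many genes, the real one, and for lower genes in EZH2 A677G 1 of 4, for lower genes in EZH2 H689A/F667I 1 of 4 and for higher genes in EZH2 H689A/F667I 1 of 4, with at most 0 genes in the other splits. These are too few splits to rule out chance. For genes lower in both GOF mutants, 1 of 27 splits gave as many, the real one, and the next gave 4, and for the genes of Supplementary Table S2 1 of 27, with 0 in the next. That table holds the paper's calls on the real grouping, so its splits cannot tell chance from an effect.

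Replicate 1 of EZH2 Y641F lay apart from its other replicates in the principal components. It had 29 genes outside the range of the other samples by at least 0.5 on the log2 scale, where the others had 23 to 69. That number is within the range of the other samples, so it cannot tell whether cells of another line were mixed in. The best mixture of the means of the lines, without the sample itself, left a root mean square residual of 0.142 on the log2 scale. The other samples had 0.0997 to 0.119, so a mixture of these lines does not alone account for it. That best mixture had weights of 0.15 on EZH2 WT and 0.2 on the LOF mutant, against 0 on both in replicates 2 and 3. A part from these lines is therefore not ruled out. At 574 genes lower in EZH2 A677G, replicate 1 showed a share of 0.651 of the EZH2 A677G effect, against 0.909 and 0.923 in replicates 2 and 3. At 31 genes higher in EZH2 A677G its share was 0.904, against 0.807 and 0.924. Over these few genes, the effect was not smaller in both directions as a mixture with EZH2 WT cells would give. The Spearman rho across genes of GC content and its deviation was 0.19, smaller in size than the -0.30 of EZH2 WT replicate 3. Its total of 41150648 counts lay between those of the other EZH2 Y641F replicates, and 13.9% of its counts fell on the 10 largest genes. No biological explanation was tested.

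In the table, 175 genes were at 0 in all replicates of EZH2 A677G or EZH2 H689A/F667I. At 0 genes were 2 of the 3 replicates of these lines at 0, as silencing to a low level would give. At 0 of the genes did all EZH2 WT replicates reach 0.403 CPM. Among the other genes, that was the lowest value of the third-largest CPM over the EZH2 WT and mutant samples compared. With that number of 0, the genes are consistent with 0 written where a gene was filtered out of a comparison with WT, so these zeros were not read as expression.

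Across genes, the log2 fold changes of EZH2 H689A/F667I had a Pearson r of 0.33 with those of EZH2 Y641F and 0.30 with those of EZH2 A677G. With different EZH2 WT replicates in each comparison, the mean r of EZH2 Y641F and EZH2 H689A/F667I was 0.0718 and that of EZH2 A677G and EZH2 H689A/F667I 0.0576, against 0.567 for EZH2 Y641F and EZH2 A677G. The EZH2 WT replicates shared by the comparisons are therefore a candidate explanation for most of the correlation of EZH2 H689A/F667I with the GOF mutants.

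*MALAT1* was higher in both GOF mutants than in EZH2 WT, and scaling to *GAPDH* in place of all genes was tested. The log2 ratio of *MALAT1* to *GAPDH* was 0.165 higher in the GOF samples than in EZH2 WT (two-sided exact permutation test with samples treated as independent, p = 0.0476), so this scaling does not account for the direction.

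More genes were lower than higher in the GOF mutants. The largest absolute median log2 fold change of a chromosome in EZH2 Y641F or EZH2 A677G was 0.0390, so gains or losses of whole chromosomes do not account for the split, and those of parts of chromosomes were not tested. Shifts past the threshold of limma camera were found at chromosome 1 in each mutant, with medians of -0.01 in EZH2 Y641F, -0.03 in EZH2 A677G and -0.01 in EZH2 H689A/F667I, and at chromosome 20 in EZH2 H689A/F667I, with 0.05. With the GC trend removed, the share of lower genes went from 75.8% to 59.0% in EZH2 A677G and from 72.8% to 62.5% in EZH2 Y641F, so the split narrowed but stayed on the side of lower genes. The larger Spearman rho of gene length and log2 fold change across genes was 0.0310. From these counts alone, a repressive effect of the GOF mutants remains a hypothesis, since the split was seen and tested on the same data. The paper also draws on H3K27me3 and chromatin accessibility measurements, which were not analysed here.

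The share of lower genes among changed genes fell with expression, with the genes divided by expression into 4 equal groups, from 92.7% in the lowest to 40.9% in the highest in EZH2 Y641F and from 95.8% to 39.2% in EZH2 A677G. After thinning of the counts to the smallest library, the smaller drop was 51.6 percentage points, so unequal depth does not account for it.

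The 210 ZNF genes of chromosome 19, a set chosen after its members were seen among the changed genes, had median log2 fold changes of 0.04 in EZH2 Y641F and 0.10 in EZH2 A677G, with 159 genes higher in EZH2 A677G. With limma camera the adjusted p was 0.208 and 0.0710, which fails the correction. With the GC trend removed, the medians were 0.06 and 0.11 and the adjusted p 0.309 and 0.142. For ZNF genes outside chromosome 19 the adjusted p was 0.208 and 0.139. As the set failed without these steps, the tests cannot tell whether GC content or reads shared between paralogs play a part. The 37 genes of a list of p53 targets, also chosen after some were seen, were higher at 27 genes in EZH2 Y641F and 31 in EZH2 A677G, with adjusted p of 0.297 and 0.139 from limma camera. For the genes of the list that had not been seen, the adjusted p was 0.696 in EZH2 Y641F and 0.208 in EZH2 A677G, and with the GC trend removed that of the whole list was 0.365 and 0.248. The set fails the correction with or without these steps, so these tests cannot tell.

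Of other genes under the rule for named genes, *EZH1*, *CCNA2*, *MKI67*, *KMT2C*, *NAMPT*, *SIRT5*, *SUZ12*, *EED*, *RBBP4* and *AEBP2* were not past the threshold in a mutant. *RBBP7* was past it in both GOF mutants, with log2 fold changes of -0.10 in EZH2 Y641F (adjusted p = 0.0484 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.12 in EZH2 A677G (adjusted p = 0.0151). In EZH2 Y641F it was not past the threshold with edgeR's exact test, library totals, only the compared groups, thinned counts, the GC trend removed (an alternative chosen after the values were seen) or most fits with a replicate left out, and in EZH2 A677G it was not past it in 4 of 6 such fits. Among the largest increases in a GOF mutant, *COL3A1* had 1.34 in EZH2 Y641F (adjusted p = 2.55e-07 from the same edgeR test) and 0.93 in EZH2 A677G (adjusted p = 1.48e-04), *ZNF506* 0.87 (adjusted p = 0.0145) and 0.95 (adjusted p = 0.00635), and *ZNF492* 0.79 (adjusted p = 0.00444) and 1.01 (adjusted p = 1.81e-04). In EZH2 Y641F, *ZNF506* and *ZNF492* were not past the threshold in 3 and 1 of 6 fits with a replicate left out. In the LOF mutant *COL3A1*, *ZNF506* and *ZNF492* had 0.47, 0.70 and 0.66, not past the threshold. The mean of the GOF mutants was higher than the LOF mutant at *COL3A1* (0.66, adjusted p = 8.65e-04 from the same edgeR test). At *ZNF506* and *ZNF492* that difference was not past the threshold (0.21 and 0.24, adjusted p = 0.560 and 0.359 from the same edgeR test). *EZH1* had log2 fold changes of 0.12 in EZH2 Y641F, -0.01 in EZH2 A677G and -0.11 in EZH2 H689A/F667I. *COL4A1* had -0.36 in EZH2 Y641F (adjusted p = 1.84e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.44 in EZH2 A677G (adjusted p = 1.04e-05).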
